# Adenine DNA methylation associated with transcriptionally permissive chromatin is widespread across eukaryotes

**DOI:** 10.1038/s41588-025-02409-6

**Published:** 2025-11-18

**Authors:** Pedro Romero Charria, Cristina Navarrete, Vladimir Ovchinnikov, Lan Xu, Luke A. Sarre, Victoria Shabardina, Ewa Ksiezopolska, Elena Casacuberta, David Lara-Astiaso, Arnau Sebé-Pedrós, Alex de Mendoza

**Keywords:** Epigenetics, Epigenomics, Gene regulation

## Abstract

DNA methylation is a key regulator of eukaryotic genomes, most commonly through 5-methylcytosine (5mC). In contrast, the existence and function of *N*^6^-methyladenine (6mA) in eukaryotes have been controversial, with conflicting reports resulting from methodological artifacts. Nevertheless, some unicellular lineages, including ciliates, early-branching fungi and the alga *Chlamydomonas*, show robust 6mA signals, raising questions about their origin and evolutionary role. Here we apply Oxford Nanopore sequencing to profile 6mA at base-pair resolution across 18 unicellular eukaryotes representing all major supergroups. We find that robust 6mA patterns occur only in species that encode the adenine methyltransferase AMT1. Notably, 6mA consistently accumulates downstream of transcriptional start sites, positioned between H3K4me3-marked nucleosomes, indicating a conserved association with transcriptional activation. Our results support the idea that the last eukaryotic common ancestor had a dual methylation system, with transcription-linked 6mA and repressive 5mC, which has been repeatedly simplified in both multicellular and unicellular lineages through the loss of the AMT1 pathway.

## Abstract (web summary)

Long-read sequencing in 18 unicellular eukaryotes reveals that 6mA is widespread across eukaryotes and is enriched at transcriptionally permissive regions, which are also marked by H3K4me3.

## Main

Modified bases can change the way DNA is interpreted. The best studied modification is 5-methylcytosine (5mC), a widespread eukaryotic mark deposited by DNA methyltransferases (DNMTs)^1–3^, with functions ranging from transposable element (TE) control to gene regulation^4–6^. Other types of base modifications, like hydroxymethyluracil in dinoflagellates or the ‘base J’ in kinetoplastids, are lineage-restricted but abundant in some species^7,8^. In contrast, *N*^6^-methyladenine (6mA) has been reported across various lineages, including animals^9–12^, plants^13^, early-diverging fungi^14,15^, algae^16^ and ciliates^17,18^. However, global 6mA levels are often close to detection limits, with reports questioning its presence in animals, plants or yeast^19–23^. Challenges in 6mA quantification include antibody pull-down specificity issues, bacterial DNA contamination, RNA contamination and sequencing data artifacts^24,25^. Despite this, ciliates, early-diverging fungi and the alga *Chlamydomonas reinhardtii* exhibit high and orthogonally confirmed 6mA levels^14,19^. Thus, inadequate taxon sampling and conflicting results have limited our understanding of 6mA evolution.

A mechanistic understanding of genomic 6mA in eukaryotes comes from research in ciliates. In ciliates, the 6mA methyltransferases belong to the MT-A70 family, unrelated to DNMTs but sharing structural homology with the m6A RNA methyltransferases, METTL3 and METTL14 (refs. ^26–28^). AMT1 (known as MTA1 in *Oxytricha trifallax*) is the main 6mA writer in ciliates, while accessory enzymes from families AMT6/7 (MTA9 in *O. trifallax*) are dispensable and lack catalytic activity^18,29^. However, AMT6/7 forms a heterodimer with AMT1 during DNA engagement, akin to the METTL3 and METTL14 heterodimer (Fig. 1a)^30^. Additionally, DNA-binding proteins p1 and p2 have a role in targeting genomic DNA by forming a multimeric complex with AMT1 (refs. ^18,29^). In ciliates, early-diverging fungi and the alga *C. reinhardtii*, 6mA is confined to ApT dinucleotides^14,16–18,28^. It is suggested that AMT1 binds hemimethylated ApT sites, as does DNMT1, thereby maintaining 5mC on CpG dinucleotides^31^. In ciliates and *C. reinhardtii*, 6mA is found in internucleosomal linker DNA^16–18,32^, particularly enriched downstream of the transcriptional start site (TSS) of active genes. This association with transcription contrasts the proposed role of 6mA in silencing TE in animals^11,12,22^. Here 6mA may be evolutionarily flexible, like 5mC, which in different eukaryotes is restricted to transposon silencing or gene bodies^4–6^. However, the lack of data from many eukaryotic lineages limits our ability to reconstruct 6mA evolution and function.

**Fig. 1:**
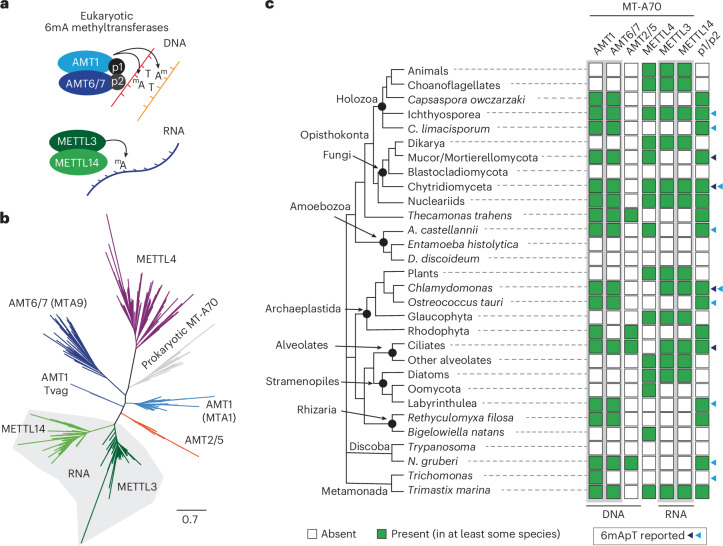
MT-A70 6-methyl-adenine methyltransferases origin and recurrent loss. **a**, Diagram of the known heterodimers formed by MT-A70 6mA methyltransferases. AMT1 and METTL3 are the active enzymes, whereas their partners are required but do not catalyze the reaction. p1 and p2 are described proteins from the ciliate *O. trifallax* that are required for AMT1 function^18^. **b**, Maximum-likelihood phylogenetic tree of MT-A70 6mA methyltransferases, including eukaryotic and prokaryotic sequences. Each clade is named according to previous references. *T. vaginalis* AMT1 paralogues highlighted as Tvag in the tree, yet their clustering as AMT1 sequences is shown in Extended Data Fig. 1a. **c**, Distribution of MT-A70 6mA methyltransferase family members across eukaryotes. For some lineages, the presence suggests that at least some species within the clade contain them. Dark triangles depict species for which 6mApT levels were reported previously, and pale blue triangles are species covered in this study. Phylogenetic relationships across these species are based on consensus in the field^35,82^. Source data

To clarify these uncertainties, in this work, we study the evolutionary history of MT-A70 methyltransferases and we find that the AMT1 pathway can be traced back to the last eukaryotic common ancestor (LECA). Then, using Oxford Nanopore modified base calling, previously validated for identifying this base modification in eukaryotes^33^, we detect consistent 6mA patterns in representatives from the major eukaryotic supergroups.

## Results

### AMT1 is ancestral but has been repeatedly lost in eukaryotes

To clarify the origins and evolution of MT-A70 methyltransferases, we examined 231 eukaryotic genomes and transcriptomes (Supplementary Table 1). Additionally, we searched for noneukaryotic MT-A70 homologs, whose origins remain unclear^1,26^. The resulting MT-A70 phylogenetic tree mirrors the following six established eukaryotic families: AMT1, AMT6/7, AMT2/5, METTL3, METTL14 and METTL4 (Fig. 1b)^26,28^. Notably, prokaryotic sequences form a distinct clade, suggesting a bacterial origin for MT-A70 inherited early in eukaryotic evolution (Fig. 1b and Extended Data Fig. 1). MT-A70 presence in prokaryotes is confined to select eubacterial phyla, with few archean genomes harboring it, typically in a single copy per species (Extended Data Fig. 1a,b). Asgardarchaeota sequences cluster within prokaryotes rather than as sister to eukaryotes, arguing against an archaeal donor. Only one Asgardarchaeota of the 302 genomes searched contains a METTL3-like sequence, likely from metagenomic assembly contamination (Extended Data Fig. 1a). Unlike the more widespread bacterial-type Dam 6mA methyltransferase, MunI-like 6mA MT-A70 in bacteria is less diverse^1^. The monophyletic clustering of bacterial sequences supports a single origin of eukaryotic MT-A70 from an unidentified bacterial donor, or, alternatively, an eukaryotic origin followed by a single lateral gene transfer to prokaryotes, which is less parsimonious. This rules out recurrent transfers from prokaryotes to eukaryotes.

We found that all six MT-A70 families are present in most eukaryotic supergroups (Fig. 1c), suggesting that they duplicated before LECA. The RNA-associated METTL3 and METTL14 co-occur across the species phylogeny, in a pattern similar to the DNA-associated AMT1 and AMT6/7, suggesting that both enzymatic pairs have conserved heterodimer associations across eukaryotes (Fig. 1c and Extended Data Fig. 1c). AMT2/5 is less common, often co-occurring with AMT1, hinting at a potential partnership but one in which AMT2/5 is dispensable. Notably, AMT2/5 is exceptional as it possesses C-terminal ZZ zinc finger domains of unknown function (Extended Data Fig. 1d)^26,28^. In contrast, METTL4 does not co-occur with any MT-A70 families, suggesting that it does not form heterodimers (Fig. 1c and Extended Data Fig. 1c). METTL4 is believed to methylate mitochondrial DNA or small RNAs, but its role is currently not well understood^22,34^. The nematode *Caenorhabditis elegans* METTL4 ortholog (known as DAMT-1) has been suggested as a genomic DNMT^10^, yet this is contested^20^. Beyond the MT-A70 methyltransferases, the proteins p1 and p2 exclusively co-occur with AMT1 (Fig. 1c), indicating an ancestral link with the AMT1 pathway^18^.

Hence, the enzymes responsible for RNA and DNA 6mA exhibit ancient origins, yet their evolution appears largely decoupled to each other in eukaryotes. Notably, AMT1 is consistently found in species with documented robust 6mA levels, such as ciliates, *C. reinhardtii* and early fungi^14,16–18^. Although exceptions exist, AMT1 co-occurs with AMT6/7 and p1/p2 partners (for example, *Trichomonas vaginalis*).

### 6mA correlates with transcription in AMT1-encoding species

Based on the AMT1 distribution, we searched for eukaryotic lineages with detectable genomic 6mA. To avoid bacterial contamination, we focused on species grown axenically. Our selection included 15 species encoding AMT1 and three species lacking AMT1 orthologs as negative controls. Our sampling of ichthyosporeans, *Corallochytrium limacisporum*, a chytrid fungus, amoebozoans, chlorophytes, a glaucophyte, stramenopiles, heteroloboseans and a metamonada spans major eukaryotic branching groups^35^. Genomic DNA was sequenced using Oxford Nanopore R9.4.1 technology for 15 species, while equivalent public data were used for three more^36–38^. Using the Guppy software with the ‘all-context’ Rerio model, we obtained maps for 6mA and 5mC in all species. Global methylation levels varied substantially across species, with the lowest levels observed in species lacking AMT1 (Fig. 2a).

**Fig. 2:**
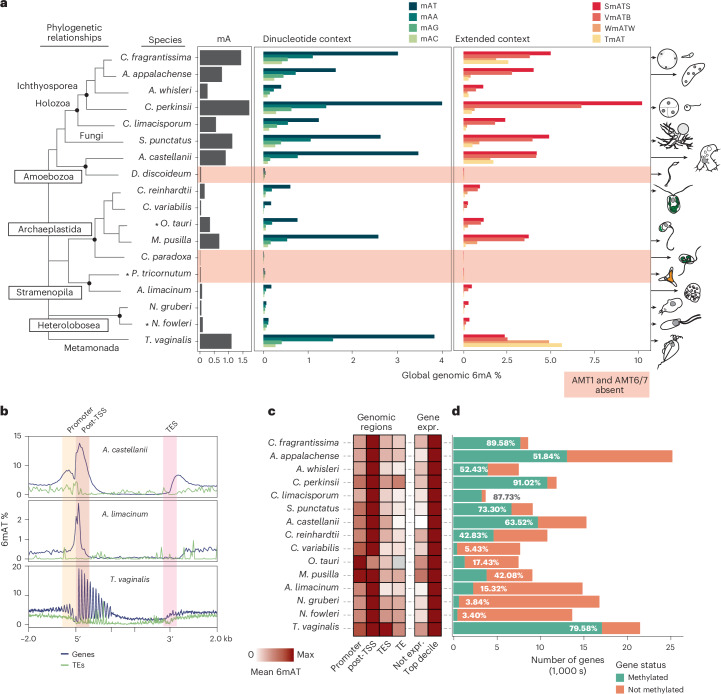
Nanopore sequencing reveals widespread 6mA in AMT1-encoding eukaryotic genomes. **a**, Global methylation levels of 6mA in different sequence contexts across 18 eukaryotes representing deep branching points of eukaryotic diversity. S stands for C or G, W stands for A or T, V stands for A,C,G and B stands for T,C,G. Species with red shade do not encode for AMT1 or its partner AMT6/7. Asterisks indicate Oxford Nanopore datasets obtained from NCBI/ENA and silhouettes represent the shapes of the species. **b**, Average 6mA levels in the AT context over three example species, including genes (blue) and TEs (green; >1,000 bp). Thus, 5′ and 3′ ends of the features are marked with dashed lines, the first and last 1,500 bp are unscaled, and the shades indicate the regions used in **c**. **c**, Heatmap displaying average 6mA levels across various genomic regions, including the 500-bp downstream of the post-TSS, the 500 bp centered around the TES and TEs. Also, for gene-body 6mA levels for nonexpressed genes and the top decile of highly expressed genes, see full values in Extended Data Fig. 3. Gray cell indicates missing data, as *O. tauri* has too few repeats. **d**, Number of genes methylated in each genome (see Methods for thresholds). TES, transcriptional end site. Source data

Because AMT1 preferentially methylates ApT dinucleotides in ciliates^14,16,17^, we assessed global 6mA levels across various sequence contexts. In all AMT1-encoding species, AT was the main methylated context, although AA also showed appreciable levels (Fig. 2a). ApT sites displayed symmetric methylation across all AMT1-encoding species (Extended Data Fig. 2a). In contrast, AMT1-lacking species had negligible difference among dinucleotide contexts, with the AA dinucleotide being the most highly enriched (Fig. 2a and Supplementary Fig. 1). Notably, *C. reinhardtii* and early-diverging fungi exhibit higher methylation in the VATB context (V = C/G/A, B = C/G/T)^14,19^, whereas in fungi the TAT trinucleotide showed the lowest methylation^14^. Thus, we calculated global levels for three 4-mer combinations and the TAT trinucleotide to discern AT flanking specificity. Across all AMT1-containing species SATS (S = C or G) exhibited the highest methylation, while TAT and WATW (W = A or T) showed the lowest (Fig. 2a). The VATB context displayed intermediate levels, suggesting that cytosine and guanine flanking dictate methyltransferase specificity (Fig. 2a). An exception was the metamonad *T. vaginalis*, which encodes four AMT1 paralogues but lacks AMT6/7, p1 or p2 (Fig. 1c). In *Trichomonas*, WATW and TAT were more enriched than SATS (Fig. 2a), indicating the signal reflects distinct methyltransferase preferences and showing that these patterns are not due to Oxford Nanopore base-calling bias.

We then examined the genomic distribution of 6mA. In species without AMT1, 6mA appeared uniformly across genes and TEs (Extended Data Fig. 2b), consistent with the background noise. Conversely, in AMT1-encoding species, a peak of AT methylation emerged proximal to the TSS (Fig. 2b,c). AA methylation mirrored these patterns, suggesting that AA methylation might be an off-target substrate of AMT1 (Extended Data Fig. 2c). Some species displayed a subtle 6mA enrichment in promoter regions (upstream of the TSS; Fig. 2c)^16^, which proved to be an artifact arising from the head-to-head orientation of upstream genes (Extended Data Fig. 2d). Neither transcriptional end sites nor TEs exhibited enrichment in 6mA (Fig. 2c). Genic 6mA correlated with gene transcriptional activity (Fig. 2c). Across all species, silent genes presented lower 6mA levels compared to highly expressed genes, which also harbored more methylated ApT sites (Fig. 2c and Extended Data Figs. 3 and 4). The association with transcription was quite variable; for instance, *Acanthamoeba castellanii* exhibited a gradual link with transcriptional levels, while in ichthyosporeans or prasinophytes all genes above a specific transcriptional threshold presented uniform 6mA levels (Extended Data Figs. 3 and 4). This diversity was also evident in the total number of genes displaying methylation in each genome (Fig. 2d and Supplementary Fig. 2). The ichthyosporean *Chromosphaera perkinsii* exhibited 92% of genes with 6mA, whereas both *Naegleria* species displayed detectable methylation in only 3% genes (Fig. 2d). Notably, most amino acid positions on the AMT1 sequences were under strong purifying selection (Supplementary Table 3), suggesting that the variation in targeting mechanisms rather than in the AMT1 protein itself is responsible for its differential usage, perhaps underlying distinct promoter architectures^39^.

### Stage-specific transcription occurs independent of 6mA

We then tested how variable 6mA is upon transcriptional changes. We chose the amoebozoan *A. castellannii*, the fungus *Spizellomyces punctatus*, the ichthyosporeans *Creolimax fragrantissima* and *C. perkinsii* because these have different cell stages that can be isolated in culture^40–43^ (Fig. 3a), high 6mA levels and distinct associations between 6mA and transcriptional level in the steady state (Extended Data Fig. 3). 

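For *S. punctatus*, poly(A)-selected, strand-specific RNA-seq libraries were made in 2 biological replicates from each of 2 stages, the motile zoospore and the multinucleate colony. The methods and the sample labels give 17 °C for general culture of the fungus, and the methods give 30 °C for the steps that yielded the stages, which the labels do not mention. Both give 24 h for the multinucleate colonies. The authors assigned the paired-end reads to transcripts with kallisto and deposited the estimated counts of each library, without normalization, beside TPM values. Estimated counts were given for 9429 transcripts. They summed to 28793053 and 22425122 in the 2 libraries headed multinucleate and to 19606342 and 19769199 in the 2 headed zoospore. The estimated counts were rounded to whole numbers, normalized with the TMM method and tested with edgeR's quasi-likelihood test after the default filter on low counts, and a transcript was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change above 1.4, the thresholds printed in Fig. 3d. The stage headings of the count and TPM columns contradicted each other. Across transcripts, Spearman's rho between a count column and a TPM column lay between 0.355 and 0.390 where both carried the same stage heading and between 0.878 and 0.924 where they carried opposite headings. The TPM printed in Source Data Extended Data Fig. 5b carry the same stages as the headed TPM columns. The counts were kept under the headings they carry, and the library names used for *S. punctatus* are those of the count headings. Every direction given for *S. punctatus* therefore turns round under the TPM headings, whereas a total over both directions does not depend on them.

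**Figure D1:**
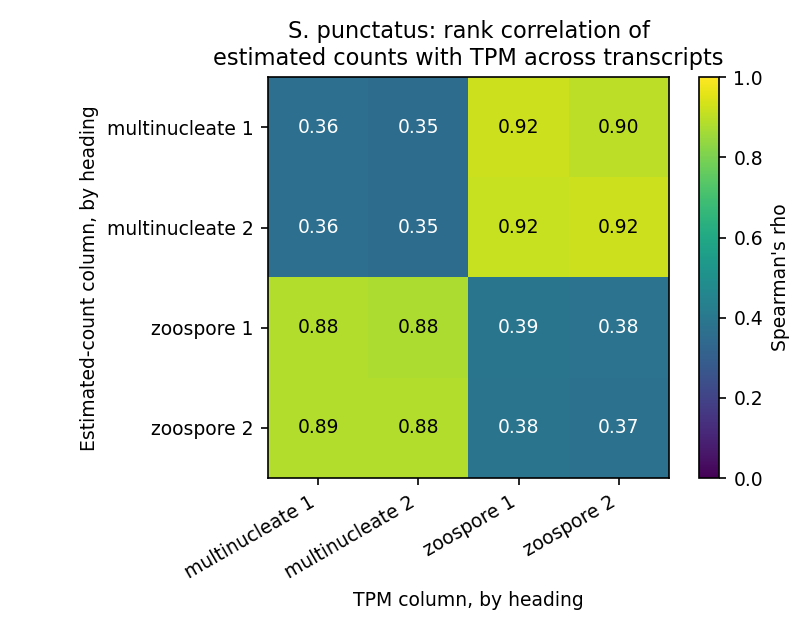
Spearman's rho across transcripts between each *S. punctatus* estimated-count column (vertical axis) and each TPM column (horizontal axis), both named by their headings. The 8 cells that pair opposite stages lie between 0.878 and 0.924 and the 8 cells that pair the same stage lie between 0.355 and 0.390.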

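For the ameba *N. gruberi*, 4 RNA-seq libraries were analyzed, 2 biological replicates from cultures grown at 23 °C and 2 from cultures grown at 30 °C, with 5 days of growth according to the sample labels. Estimated counts and TPM were given for 17542 transcripts of the annotation used in the study. The estimated counts summed to 21790559 and 18937732 at 23 °C and to 25195788 and 18189393 at 30 °C. Within each library the counts and the TPM ranked the transcripts alike, with Spearman's rho between 0.925 and 0.930, and against the libraries of the other temperature rho lay between 0.874 and 0.880. Rounding, normalization, filter, test and thresholds were those used for *S. punctatus*, in a separate fit. Counts were also simulated from each transcript's mean over the 4 libraries and its dispersion. In them 200 transcripts were changed by 2 or 3 on the log2 scale, as many up as down. Of these, 192 were called in the right direction among 14265 tested for *N. gruberi* and 162 among 9100 tested for *S. punctatus*. With so few transcripts changed, the simulation did not test the normalization where 56.6% were called, as in *S. punctatus*. The nanopore 6mA data were not analyzed here, and 6mA values are those printed by the paper.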

We also collected matched transcriptomic and DNA samples for *Naegleria gruberi* grown at 23 °C and 30 °C. All species presented static 6mA methylomes at ApT and gene-level resolution, where most genes displayed minimal 6mA differences (Fig. 3b,c and Extended Data Fig. 5a,c). In *N. gruberi*, the 644 genes called methylated using R9 nanopore chemistry, showed comparable 6mA levels at 23 °C and 30 °C, despite using R10 chemistry and a distinct analytical pipeline (Extended Data Fig. 5c). 

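In *N. gruberi*, 1525 of the 14265 transcripts tested were differentially expressed between the temperatures, which is 10.7%. Of these, 820 were higher at 30 °C and 705 were higher at 23 °C. In *S. punctatus*, 5155 of the 9100 transcripts tested differed between the stages, which is 56.6%, with 2465 higher in the libraries headed multinucleate and 2690 higher in those headed zoospore. The called transcripts changed by a median of 2.13 on the log2 scale in *N. gruberi* and 3.14 in *S. punctatus*, in either direction. The choice that moved these totals most was the threshold on the fold change. Without it, at the adjusted p alone, edgeR's quasi-likelihood test called 4314 *N. gruberi* transcripts. In *S. punctatus* the split between the stages depended on the scale. With limma on log2(TPM + 1), 3628 genes were higher under the multinucleate heading of the TPM and 1670 under the zoospore heading. RLE size factors in place of TMM moved the median log2 fold change over all *S. punctatus* transcripts from −0.194 to −0.028 and gave 2624 transcripts higher under the multinucleate heading and 2504 under the zoospore heading. Of the 5155 transcripts called from counts, 5090 had a TPM ratio of the opposite sign between the headed stages. The paper set its differentially expressed genes against the genes whose 6mApT level changed along the gene body, and reasons from the number of genes in the first set that lie outside the second.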

When we computed the total number of differentially expressed genes across stages and overlapped these with genes exhibiting >1% change in 6mApT levels along the gene body, we observed that thousands of genes change expression without any detectable 6mA alterations (Fig. 3d). In *A. castellanii*, 24% of the trophozoite upregulated genes were also hypermethylated in this stage, following a positive correlation with transcriptional change, yet the rest of trophozoite upregulated genes did not show methylation changes and 5.57% were hypomethylated, implying a limited link between 6mA and transcriptional change. 

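Transcripts with at least 10 CPM in both libraries of one *S. punctatus* stage and at most 3 estimated counts in both libraries of the other numbered 12, of which 8 were transcribed in the libraries headed zoospore and 4 in those headed multinucleate. This definition was chosen after the contradiction between the stage headings was seen. The definition fixed before the data were examined, TPM of at least 10 in one stage and at most 3 counts in the other, mixes the 2 sets of headings and does not count silenced transcripts here. It gave 11 rows, of which 2 qualified in both directions. On TPM alone, with at most 0.1 TPM in the silent stage, 4 rows qualified, all transcribed under the zoospore heading of the TPM. Leaving out a library removes a requirement, so the number could not fall. It rose from 12 to between 19 and 76, with 76 without multinucleate replicate 2. The transcripts with the largest changes, by the rule for named genes, were not all among the 12. Transcript XM_016748946 had 476 and 358 counts in the libraries headed multinucleate and 0 in both headed zoospore, at least 211-fold higher (adjusted p = 0.000203, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). XM_016750712 had 288 and 68 counts under the multinucleate heading, a wide spread between replicates, and 0 in both zoospore libraries, at least 86.0-fold higher (adjusted p = 0.00524 from edgeR). With 68 counts in one library it was under 10 CPM there and is not one of the 12. In the other direction, XM_016749247 had 405 and 599 counts under the zoospore heading and 0 in both libraries headed multinucleate, at least 109-fold lower in the latter (adjusted p = 0.000593 from edgeR). XM_016757549 had 300 and 367 counts under the zoospore heading and 0 in both multinucleate libraries, at least 72.4-fold lower (adjusted p = 0.00051 from edgeR). By TPM all 4 were higher under the opposite heading, and not all were silent. The mean TPM under zoospore and multinucleate were 113.7 and 0.834 for XM_016748946 and 325.0 and 0.0818 for XM_016750712. They were 2.00 and 23.1 for XM_016749247 and 0.600 and 31.1 for XM_016757549. In all but XM_016750712 the TPM differed by a smaller factor than the bound from counts. The 6mA levels of these 4 transcripts were not analyzed here, because the gene identifiers of the 6mA values were not paired with them.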

In the *S. punctatus* zoospore, some genes were almost completely silenced in one stage yet retained high 6mA levels as in the transcribed stage (Fig. 3e). 

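The paper lists 232 *S. punctatus* genes and 60 *N. gruberi* genes with variable 6mA, and 229 and 57 of them could be joined to the expression tables through their printed TPM. The 3 others of each list had no TPM in any library. In *S. punctatus*, the 130 genes with more 6mA in the multinucleate stage had a median log2 fold change of −1.08 (interquartile range −2.87 to 0.23), multinucleate over zoospore by the count headings, and 41 of them rose. The 99 genes with more 6mA in the zoospore had a median of −0.65 (interquartile range −2.82 to 0.93), and 38 of them rose. The medians differed by −0.43, less than a permutation of the stage labels over the genes could tell from chance (two-sided permutation test, p = 0.257, 0.514 after Benjamini-Hochberg adjustment over the 2 species). On the TPM scale, log2(TPM + 1), the difference was 0.47 (two-sided permutation test, p = 0.127). Its sign is the opposite one, as the opposite stage headings of the TPM would give. There the medians were 1.78 and 1.31, multinucleate over zoospore by the TPM headings. By TPM, 106 of the 130 genes and 70 of the 99 genes rose. A rise by TPM was not particular to these genes. The median TPM of all rows was 32.3 and 31.7 under multinucleate and 13.2 and 14.2 under zoospore. By counts, the median log2 fold change over all transcripts tested was −0.194. In *N. gruberi*, the 35 genes with more 6mA at 30 °C had a median log2 fold change of 0.07 (interquartile range −0.65 to 0.63), 30 °C over 23 °C, and the 22 genes with more 6mA at 23 °C a median of 0.04 (interquartile range −0.39 to 0.49). The difference of 0.030 was small against the spread of the genes (two-sided permutation test, p = 0.893, also 0.893 after adjustment), and its sign changed when 23 °C replicate 2 was left out, to −0.050. With silent genes set to the bound that 3 counts allow, the differences were −0.46 and 0.030. The change in *S. punctatus* came from leaving out 1 gene silent in both stages, which has no bound. Without it the zoospore list had 98 genes and a median of −0.62, and the other median stayed at −1.08. Neither median moved in *N. gruberi*. Medians depend little on the size of extreme values, so this says little about the silent genes. Genes are not independent replicates, and each p describes these libraries. The nanopore data of the paper had 1 replicate per stage, so the lists of variable 6mA rest on differences without replication. The 3 listed genes with at most 3 counts in both libraries of one condition only were singled out after their values were seen. NAEGRDRAFT_59791, listed with more 6mA at 23 °C, had 0 counts in both libraries at 23 °C and 1430 and 979 at 30 °C, at least 385-fold higher (adjusted p = 1.28e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPPG_08970, listed with more 6mA in the multinucleate stage, had 0 and 2 counts in the libraries headed multinucleate and 177 and 168 in those headed zoospore, at least 37.4-fold lower (adjusted p = 0.00161 from edgeR), and its TPM was 9.92 under multinucleate and 0.161 under zoospore. NGRUG00000105208, listed with more 6mA at 23 °C, had 71 and 0 counts at 23 °C and 0 in both libraries at 30 °C, so that its expression rested on 1 library, and it did not pass the filter on low counts.

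**Figure D2:**
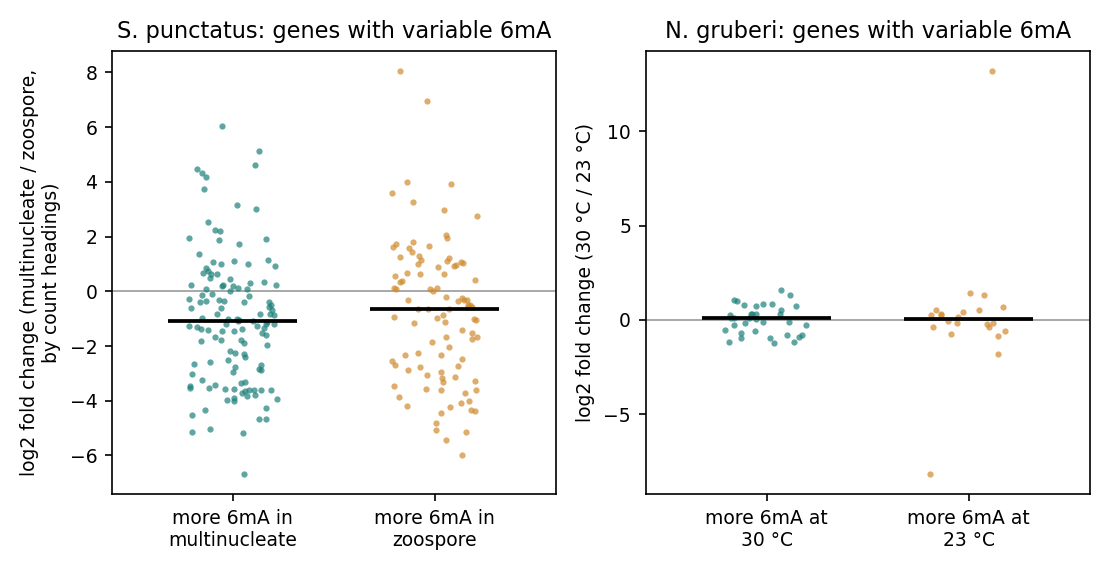
Fitted log2 fold change (vertical axes) of each gene the paper lists with variable 6mA, grouped by the stage or temperature with more 6mA (horizontal axes), for *S. punctatus* (229 genes) and *N. gruberi* (57 genes). Points are genes, spread sideways for visibility, and black lines are medians, which lie at −1.08 and −0.65 in *S. punctatus* and at 0.07 and 0.04 in *N. gruberi*. Fitted values of genes silent in one condition have no fixed size.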

Further analysis of genes with variable 6mA (>1.5%) showed no correlation with transcriptional changes (Extended Data Fig. 5b,d). 

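Of the *S. punctatus* genes with variable 6mA, 120 of the 227 tested were differentially expressed, or 52.9%. Random lists of the same size, matched on mean expression and drawn 10000 times from the other transcripts tested, had a median of 56.8% (middle 95% of lists, 50.7% to 63.0%; two-sided permutation p = 0.225 from the random lists, 0.443 after Benjamini-Hochberg adjustment over the 2 species). With DESeq2's calls the share was 52.4% against 58.9% in the random lists, with a two-sided permutation p of 0.0372. Of the 120, 53 were higher in the stage with more 6mA by the count headings and 67 by the TPM headings. In *N. gruberi*, 3 of the 56 genes tested were differentially expressed, or 5.36%, against a median of 8.93% in the random lists (middle 95% of lists, 1.79% to 17.9%; two-sided permutation p = 0.443 from the random lists). Of these 3, 1 was higher at the temperature with more 6mA. The random lists of both species were drawn without regard to 6mA. Their p values therefore do not separate variable 6mA from the presence of 6mA.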

Although 6mA is associated with steady-state transcription in all AMT1-encoding eukaryotes, its link to dynamic transcription is weak, suggesting that 6mA reprogramming is dispensable for transcriptional change.

**Fig. 3:**
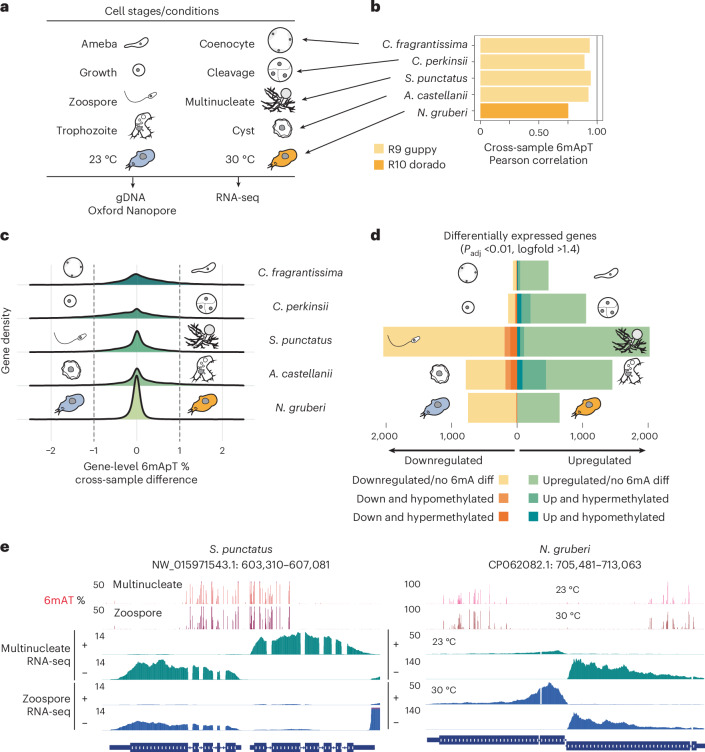
Stable 6mA patterns correlate weakly with stage-specific transcriptional changes. **a**, Collection of species and stages/treatments profiled in this study. **b**, Global 6mA correlation levels calculated for all ApT sites in each stage. All species were profiled using R9.4.1 ONT chemistry and processed with Guppy, except for *N. gruberi*, which was profiled using R10.4.1 ONT chemistry and processed with Dorado. **c**, Distribution of gene-body 6mA percentage differences between two stages across all five species comparisons. A threshold of ≥1% 6mA delta was used to classify a gene as hypermethylated or hypomethylated. **d**, Number of differentially expressed genes across stages, divided by 6mA methylation change categories (no change, hypermethylated, hypomethylated). **e**, Genome browser snapshots showing differentially transcribed genes alongside stable 6mA levels in *S. punctatus* and *N. gruberi*. RNA-seq values are normalized to CPM and displayed separately for each strand. ONT, Oxford Nanopore Technologies; CPM, counts per million. Source data

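In *N. gruberi*, 20 transcripts had TPM of at least 10 in both libraries of one temperature and at most 3 estimated counts in both libraries of the other, of which 11 were transcribed at 30 °C and 9 at 23 °C. The largest rises at 30 °C among transcripts with a mean TPM of at least 10 were in EFC49855, with 2729 and 1642 counts at 30 °C and 0 in both libraries at 23 °C, and in NGRUM00000068787, with 2709 and 1561 counts against 0. They were at least 690-fold and 671-fold higher, with adjusted p of 1.12e-08 and 1.22e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were in NGRUM00000005911, with 1828 and 1507 counts at 23 °C and 0 at 30 °C, and in NGRUM00000049049, with 878 and 806 counts against 0. They were at least 557-fold and 281-fold lower at 30 °C, with adjusted p of 1.46e-08 and 1.71e-08 from edgeR. Whether near-identical copies shared reads with these transcripts was not analyzed here. Source Data Fig. 3c was used for its first 1643 rows, with 15688 further rows not used here. In those rows 24 *N. gruberi* genes had a 6mApT level of at least 1% at both temperatures and a difference under 1 percentage point, and 1 of them was differentially expressed. For that gene, NGRUG00000004662, the paper's 6mApT levels were 1.65% at 23 °C and 1.34% at 30 °C. Its transcript had 11.9 ± 0.259 CPM (SD, n = 2) at 23 °C and 4.34 ± 0.282 CPM (SD, n = 2) at 30 °C, a log2 fold change of −1.44 (standard error 0.172, adjusted p = 7.04e-05 from edgeR), close to the threshold of 1.4 in size. Leaving out 30 °C replicate 2 gave −1.37.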

### 5mC and 6mA mark different functions in eukaryotes

As 5mC is the other widespread form of DNA methylation in eukaryotes, we examined its relationship with 6mA within our species set (Fig. 4a). We found diverse scenarios—species exhibited nondetectable 5mC levels alongside high 6mA (for example, *C. limacisporum*), while others exclusively harbored 5mC (*Phaeodactylum tricornutum*). Some species presented both modifications, and *Dictyostelium discoideum* displayed neither (Fig. 4a). Negligible 5mC levels and the absence of CpG symmetry detected with nanopore matched previous results from enzymatic methyl-sequencing and whole-genome bisulfite sequencing in these species^44,45^ (Extended Data Fig. 6a). This variation suggests that 6mA is not evolutionarily linked to 5mC, corroborating observations in early-diverging fungal lineages^14^.

**Fig. 4:**
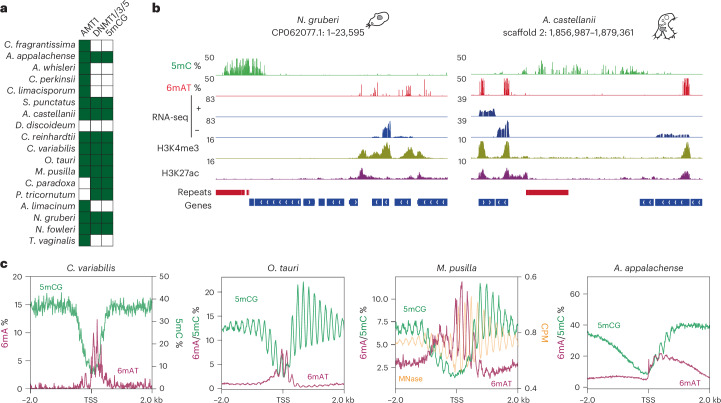
6mA and 5mC are compartmentalized in eukaryotic genomes. **a**, Distribution of DNMTs and the presence of 5mC in the CG context across the species in our dataset. Dark green indicates presence, while white indicates absence. **b**, Genome browser snapshots of *N. gruberi* and *A. castellanii* showing 6mA enrichment downstream of expressed genes and 5mC demarcating transcriptionally silent repetitive regions. RNA-seq (strand-specific) and ChIP–seq data are scaled using CPM. **c**, Average methylation levels centered at the TSS in species that have 5mC gene-body methylation. For *C. variabilis*, 6mA and 5mC axes are shown separately. For *M. pusilla*, MNase data are shown to highlight the anticorrelation with both 5mC and 6mA peaks, as CPM. MNase, micrococcal nuclease.

The recurrent loss of 5mC in eukaryotes is partly attributed to its mutagenic effects^46^. Species with elevated 5mC levels, like vertebrates, often have fewer CpG dinucleotides than expected by chance, because deamination of 5mC into thymine depletes CpGs over evolution^47^. In contrast, animals with low or no 5mC lack this compositional bias^48^. Using a similar approach, we calculated observed-to-expected ApT ratios across our species. Global 6mAT levels did not correlate with ApT dinucleotide depletion, with a relatively constant ratio across species (Extended Data Fig. 6b). Notably, CpG depletion was observed in species with very low 5mCG levels (for example, *Naegleria*), while prasinophytes exhibited the opposite trend, with high 5mCG levels and enriched CpG composition (Extended Data Fig. 6b) as previously reported^3^. These findings suggest that neither 5mC nor 6mA substantially shapes genomic base composition across the vast diversity of eukaryotes, in contrast with prior observations for 5mC in animals and plants.

One possibility is that 6mA mutagenic effects are most evident in regions where it is enriched, particularly post-TSS. Similarly, in invertebrates with 5mC in gene bodies, methylated genes show lower CpG ratios than unmethylated ones^49,50^. We grouped genes by the presence or absence of methylated ApTs and compared local ApT density. In most species, 6mA showed no clear association with ApT composition (Extended Data Fig. 7). In some species, methylated genes had higher ApT density than unmethylated ones, opposite to patterns seen with 5mC. In early-diverging fungi, 6mA-methylated genes are depleted for TAT motifs. We confirm this in the fungus *S. punctatus*, but not across other eukaryotes (Supplementary Fig. 3). Thus, the recurrent loss of 6mA in eukaryotes is unlikely to be driven by mutagenic effects, which appear limited.

In species with both 6mA and 5mC, we observe two main patterns. In *Acanthamoeba*, *Naegleria*, *Spizellomyces* or *Chlamydomonas*, as in the previously reported early-branching fungi^14,51^, 5mC is confined to transposons while 6mA marks expressed genes (Fig. 4b), suggesting opposing links to transcription. Nevertheless, in several eukaryotes, 5mC is also found within gene bodies, including animals and plants^52,53^, but also the chlorophytes and the ichthyosporean *Amoebidium appalachense* in our dataset^3,45^. In this second pattern, 6mA predominantly occupies the five prime ends of the gene body, while 5mC peaks when 6mA diminishes (Fig. 4c). In all four species, there is a distinct periodic 6mA pattern suggestive of internucleosomal positioning (Fig. 4c). We used micrococcal nuclease sequencing data for *Micromonas pusilla* to confirm that 6mA peaks are anticorrelated with nucleosome positioning (Fig. 4c and Extended Data Fig. 8)^3^. In *Amoebidium*, both modifications coexist in the first three or four nucleosome territories downstream of the TSS (Fig. 3c and Extended Data Fig. 8). In the case of *Micromonas* and *Ostreococcus*, nanopore data align with the reported pattern of internucleosomal 5mC distribution along the gene bodies of prasinophytes^3^. The original study noted that 5mC is weakly linked to transcription in prasinophytes, suggesting a compaction role in these microalgae with very small genomes (for example, *Ostreococcus tauri*, 12.6 Mb)^3^. Notably, 6mA replaces 5mC in the first nucleosomes downstream of the TSS of active genes, suggesting a role in maintaining transcriptional permissiveness, as inactive genes show less 6mA (Extended Data Figs. 3 and 4).

### Nucleosomes with H3K4me3 colocalize with 6mA

Our findings align with prior reports indicating an enrichment of 6mA in nucleosomal linker DNA^16–18,32^. In ciliates, the deletion of AMT1 disrupts 6mA patterns, resulting in more diffuse nucleosome positioning around the TSS^18,28^. Most species in our dataset also exhibit a periodic 6mA pattern. However, *Naegleria*, *Acanthamoeba* or *Chromosphaera* lack a discernible periodic 6mA pattern (Extended Data Fig. 7). The absence of periodicity might be attributed to irregular nucleosome positioning in these species or potential issues with TSS annotations. However, we could not detect periodic patterns over individual genes, unlike in species that display periodicity (Fig. 4b). Moreover, there is a considerable variation in the average number of nucleosomes covered in 6mA territories across species. For instance, the stramenopile *Aurantiochytrium limacinum* displays only three 6mA peaks, while the metamonad *T. vaginalis* exhibits periodic 6mA peaks across entire gene bodies, albeit with decreasing intensity (Fig. 5 and Extended Data Fig. 7). Thus, the 6mA–nucleosome linker association is consistent across AMT1-encoding eukaryotes, although with lineage-specific variations.

To probe what shapes 6mA patterns and their link to nucleosomes, we performed chromatin immunoprecipitation sequencing (ChIP–seq) for two TSS-associated and transcriptionally active histone marks—histone 3 lysine 4 trimethylation (H3K4me3) and lysine 27 acetylation (H3K27ac)^28,54^. We generated data for four species and reanalyzed datasets for two additional species^55^, covering most divergent eukaryotic groups with comparable ChIP–seq quality (Extended Data Fig. 9a and Supplementary Fig. 4). Both histone marks showed expected enrichments post-TSS with peak widths under 1,000 bp (Fig. 5 and Extended Data Fig. 9b,c)^28,56^. We then grouped genes by H3K4me3 signal and found that 6mA closely overlaps with this histone mark (Fig. 5 and Extended Data Fig. 9d). In contrast, genomic regions beyond H3K4me3 peaks have substantially lower 6mA levels across all species (Extended Data Fig. 9e). Notably, 6mA aligns with H3K4me3 not only in intensity but also in deposition width.

**Fig. 5:**
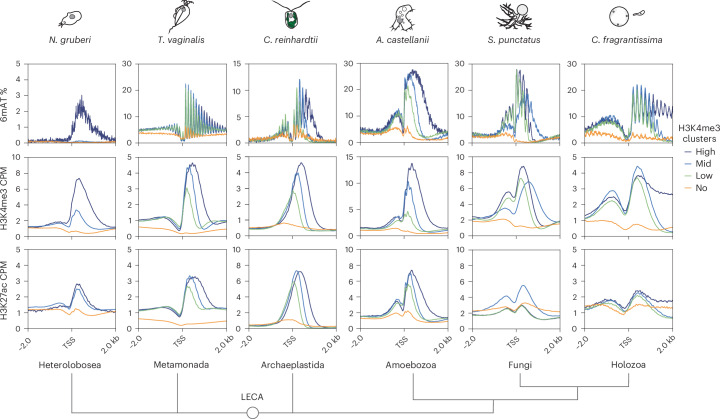
Nucleosomes with H3K4me3 modification recapitulate 6mA patterns. Average 6mA (on ApT context), H3K4me3 and H3K27ac across five eukaryotic lineages. For each species, genes have been clustered using the H3K4me3 signal, forming the following four clusters: high, middle, low and no signal. For *N. gruberi*, because the amount of methylated genes is small, the classification was done independently, dark blue corresponds to 6mA-methylated genes, pale blue corresponds to genes with H3K4me3 with no 6mA and orange for genes that lack both H3K4me3 and 6mA. H3K4me3 and H3K27ac are shown as CPM.

In the ichthyosporean *C. fragrantissima*, some genes were fully covered by H3K4me3, extending beyond typical post-TSS patterns (Fig. 5 and Extended Data Fig. 9d). These broad H3K4me3 peaks cannot be explained solely by head-to-head gene arrangements (Extended Data Fig. 9c,d), and have been associated with low transcriptional levels^57^. Within these H3K4me3 domains, 6mA is present throughout (Extended Data Fig. 10a), supporting a tight link between their deposition in *Creolimax*. Interestingly, in ichthyosporeans, the DNA-binding partner of AMT1—the p1 subunit—contains a PHD domain, which is known to read histone tail methylations^58^ (Supplementary Fig. 5).

The other two species displaying divergent 6mA and H3K4me3 patterns are the heterolobosean *N. gruberi* and the metamonad *T. vaginalis*. In *Naegleria*, only 644 genes show 6mA, so we categorized genes based on the presence or absence of 6mA and/or H3K4me3. Genes with 6mA showed the highest H3K4me3 signal (Figs. 4b and 5). However, most genes displayed H3K4me3 without 6mA, suggesting independent deposition (Fig. 5 and Extended Data Fig. 9d). In contrast, H3K27ac was comparable between genes with 6mA and those with only H3K4me3. In *Naegleria*, as in most eukaryotes, the p1 subunit lacks a PHD domain, so colocalization with H3K4me3 would require intermediate proteins.

*T. vaginalis* exhibits an opposite pattern; H3K4me3 and H3K27ac correlate with 6mA intensity, but 6mA extends beyond the modified nucleosomes (Fig. 5 and Extended Data Figs. 9d and 10a). In *Trichomonas*, both 6mA and H3K4me3 may depend on transcriptional initiation, but 6mA extends further, spanning broader domains. *Trichomonas* is exceptional as it lacks p1, p2 and AMT6/7 orthologs that could explain this divergent pattern (Fig. 1c).

To directly test whether the H3K4me3 deposition influences 6mA presence, we treated *A. castellanii* with H3K4me3 inhibitors. We used OICR-9429 and Piribedil, which block WDR5 interactions with histone methyltransferases^59,60^. Both inhibitors resulted in a dose-dependent reduction in H3K4me3 levels while leaving overall H3 levels unaffected (Extended Data Fig. 10b). At the highest inhibitor concentrations, we profiled the 6mA methylome in treated and DMSO control samples. Furthermore, 6mA levels showed minimal differences between inhibitor and control groups, both globally and at H3K4me3 peaks (Extended Data Fig. 10c,d), suggesting that H3K4me3 does not directly determine 6mA deposition in these species.

Overall, our data suggest that AMT1-dependent 6mA is tied to nucleosome positioning across eukaryotes, especially with transcription-permissive marks. The hierarchy between these components appears lineage-specific and may be simplified in some lineages.

## Discussion

We show that 6mA is widespread across eukaryotes and trace its origin to the LECA. Our broad sampling supports an ancestral AMT1 pathway, irrespective of the debated root positions of the eukaryotic tree of life^61–63^. Unlike 5mC DNMTs acquired by LECA through independent bacterial transfers^64^, the 6mA MT-A70 methyltransferases were likely inherited in a single event from a bacterial donor (Fig. 6a). Pre-LECA, MT-A70 underwent duplications into six families, undergoing subfunctionalisation in heterodimeric partnerships and RNA or DNA substrates. Postdiversification, MT-A70 families remained relatively static in eukaryotic evolution, contrasting with DNMT families, which underwent lineage-specific duplications and expansions (Dim-2/RID in fungi, CMT and DRM in plants)^3,4,65^. Concurrently, 6mA patterns remained relatively constant across AMT1-encoding eukaryotes, consistently enriching ApT dinucleotides at TSS. Conversely, 5mC is variable, ranging from gene-body methylation to TE silencing, and methylates sequence contexts beyond CpGs^4–6^. As 5mC is presumed to ancestrally silence TEs^4,6,53^, its faster evolutionary dynamics may result from adaptations to track recurrent transposon invasions, in contrast to the slower concerted co-evolution of the 6mA–AMT1 pathway targeting endogenous genes. Similarly, the targeting of silencing histone modifications appears to evolve more dynamically than those of transcriptionally associated modifications^57^. Our survey suggests that LECA had a dual methylation system, with transcriptionally associated 6mA and repressively associated 5mC (Fig. 6a).

**Fig. 6:**
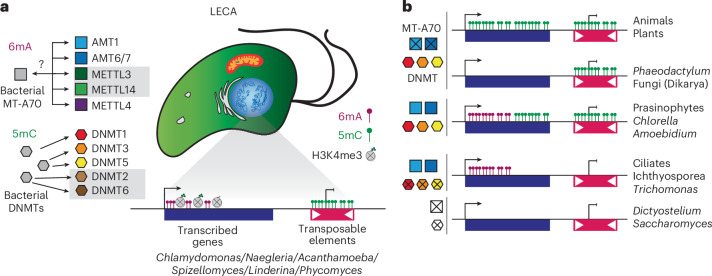
Reconstruction of the LECA epigenome. **a**, Diagram showcasing the distinct evolutionary origins of 6mA (MT-A70) and 5mC (DNMTs) enzymes in the advent of the LECA, and the inferred ancestral epigenome based on distribution and proposed roots of the eukaryotic taxa. Species genus represents examples of extant eukaryotes that still exhibit the inferred ancestral patterns. The question mark symbol indicates that potentially prokaryotes might have acquired MT-A70 sequences from a pre-eukaryotic lineage. **b**, Derived epigenome patterns in modern eukaryotes associated with simplification in methyltransferase repertoires, with example species/lineages for each pattern. Crossed rectangles or hexagons indicate enzyme losses, which are color coded and shaped as in **a**. The presence of DNMTs does not imply co-occurrence of all three enzymes, but any of them.

Our study confirms Oxford Nanopore as a reliable platform for 6mA detection^33,66^, showcasing robust and reproducible patterns across species with diverse genome compositions. Long-read base-pair resolution maps avoid pitfalls of other methods^24^. As an example, in *T. vaginalis*, antibody-based pull-downs suggested 6mA enrichment in TE^67^, but this genome is dominated by recently duplicated Maverick retrotransposons^68^, where short-read mapping artifacts are common^25,69^. By contrast, our nanopore data show a strong periodic 6mA pattern on transcribed genes in *Trichomonas*, without enrichment in TEs, consistent with patterns across other eukaryotes^16–18^. Nanopore can provide independent confirmation of conflicting PacBio CLR results, as in *C. elegans*, where 6mA presence remains debated^10,20,70,71^. In *C. elegans*, the proposed 6mA methyltransferase METL-9 belongs to a different family than MT-A70, targeting GGAG rather than ApT^70,71^. Alternative 6mA DNA pathways may exist in eukaryotes, such as the fungal MetB asymmetric methyltransferase^15^, acquired through lateral gene transfer from bacteria. However, in nematodes, the few thousand 6mA sites detected are poorly reproducible across samples and lack the clustered patterns of AMT1-encoding species, likely reflecting the absence of a maintenance methyltransferase^71^. Alternatively, nucleotide salvage pathways incorporating m6A from RNA and mitochondrial DNA into nuclear DNA, or RNA:DNA hybrids, might explain contentious previous reports^22–24,72,73^. By contrast, robust and reproducible ApT methylation in AMT1-encoding eukaryotes suggests a stable, functionally important chromatin component.

Our finding of recurrent AMT1 pathway loss challenges assumptions about the evolution of DNA methylation. Similar to DNMTs and the RNA m6A METTL3/METTL14 pathway, the 6mA–AMT1 pathway is frequently lost across eukaryotes^4,45^. As 6mA shows no obvious mutagenic effect, these losses may reflect evolutionary contingency, with 6mA role compensated by alternative mechanisms. This has produced diverse combinations of 6mA and 5mC across extant eukaryotes (Fig. 6b).

Thus, 6mA strongly correlates with transcription, is enriched with highly expressed genes, yet its dynamics appear limited. Across five species in our dataset, 6mA shows little change under transcriptional perturbations. In another recently published example, the fungi *Phycomyces blakesleeanus* and *Mucor lusitanicus* also displayed modest 6mA dynamics despite treatment-specific transcriptional changes^15^. Similarly, AMT1 knockouts in ciliates and *M. lusitanicus* result in limited transcriptional changes^18,74^. This resembles gene-body 5mC in plants and invertebrates, stably expressed genes are usually methylated, yet developmental transcriptional changes rarely alter 5mC patterns^4,75,76^. Likewise, while H3K4me3 is closely associated with transcription, its direct role in initiating transcription remains debated^77^. For instance, depleting H3K4me3 can increase RNA polymerase II pausing without affecting transcriptional initiation^78^. Overall, chromatin features such as 6mA, gene-body 5mC and H3K4me3 mark transcriptionally active regions but likely act in permissive or downstream roles rather than directly regulating transcription.

The function of 6mA in nucleosome positioning remains unclear, as ciliates with mutated AMT1 exhibit disordered nucleosomes yet remain generally viable^18,28^, primarily only lethally affected in sexual reproduction. In ciliates, the effect on nucleosome positioning is also stronger in vitro than in vivo^18,28,32^. Some of our surveyed species lack a periodic 6mA pattern, questioning the importance of 6mA in nucleosome positioning. In contrast, our data suggest an ancient link between 6mA and H3K4me3, perhaps also with H2A.Z^28,74^. Given the widespread presence of H3K4me3 as a post-TSS marker^54^, even in species lacking 6mA, the latter may be nonessential or readily substituted in this region. Notably, H3K4me3 and H2A.Z usually anticorrelate with 5mC across eukaryotes^53,79,80^, so the H3K4me3–6mA link may further contribute to chromatin compartmentalization. Our inhibitor experiments in *A. castellanii* show that H3K4me3 is not required for 6mA deposition. In ichthyosporeans, the p1 PHD domain suggests possible H3K4me3 recognition. Thus, the hierarchical relationship between H3K4me3–6mA may have evolved independently, or their co-occurrence may simply reflect a downstream consequence of transcription rather than a direct causal link. Biophysically, 6mA is believed to decrease double-strand DNA stability, an effect potentially advantageous for transcription at the start of highly expressed genes^22,27^. Yet to understand the 6mA role as an epigenetic mark, identifying potential readers is key. Similarly, although 5mC stiffens DNA^22^, its function across eukaryotes depends more on associated readers or inhibiting transcription factor binding than on intrinsic biophysical properties^81^.

Intriguingly, 5mC is predominantly retained in major multicellular eukaryotic lineages (plants, animals and Dikarya fungi), whereas the AMT1–6mA pathway was lost in these lineages. In plants and animals, 5mC evolved to methylate gene bodies (Fig. 6b)^4,5,53^, replacing 6mA in the post-TSS region, yet this substitution is unlikely to be the sole cause of 6mA loss. The unicellular relatives of plants and animals have gene-body 5mC coexisting with 6mA, suggesting 6mA and 5mC have distinct roles even if found in the same regions (Fig. 6b). In conclusion, our data reshape the understanding of 6mA function and evolution, highlighting that both 6mA and 5mC were integral to the original eukaryotic chromatin toolkit. Although ciliates have spearheaded our understanding of 6mA in eukaryotes, their drastically unusual genome organization, with a micronucleus and a macronucleus, and a lineage-specific expansion of MT-A70s^18,28^, will benefit from complementary insights from alternative lineages. By expanding taxon sampling to tractable species with canonical genomes, our work sets the stage to clarify 6mA functions and to understand why this pathway was lost in major multicellular lineages.

## Methods

Experiments within this study did not require ethics board approval.

### Sequence search and phylogenetic analysis

A collection of eukaryotic proteomes spanning the broadest diversity of lineages was scanned using HMMER3 (v3.3.1) with the PFAM domain for MT-A70 (ref. ^83^), using an *e* value of 0.0001 as a threshold. Additionally, AMT6/7 sequence from *Tetrahymena termophila* was used as a query against the same database using BLASTP (2.9.0+), to obtain divergent orthologs that were filtered out with the hmmsearch approach. In parallel, *T. termophila* MT-A70 AMT1 and AMT7 sequences were used to BLASTP against NCBI ‘nr’ databases, excluding eukaryotes as taxonomic hits. The resulting proteins were merged into a multisequence alignment using MAFFT L-INS-i mode^84^ (v7.475). The alignment was trimmed with trimAl -gappyout parameter^85^ (v1.4.rev15), and a maximum-likelihood phylogeny was obtained using IQ-TREE^86^ (v2.1.2), with automatic model selection, computing 1,000 ultrafast bootstraps and ALRT replicates as nodal supports. The distribution of MT-A70 hits across our dataset can be found in Supplementary Table 1. To determine the distribution of MT-A70 in prokaryotes, the same BLASTP approach was used, allowing 250 hits against the NCBI ‘refseq_select’ database, specifying bacteria and archaea (separately). The 302 Asgardarchaeota genomes were downloaded from NCBI (January 2025) and searched using HMMER3, as for eukaryotes. Another phylogeny was constructed from a subset of the original tree, selecting a few representative eukaryotic species and all prokaryotic outgroups, using the same methods as for the larger tree. To determine the presence of p1 and p2 orthologs, we used BLASTP against the custom eukaryotic proteome database, requiring an *e* value of <0.0001.

### Protist cultures

*C. fragrantissima, Abeoforma whisleri* and *C. limacisporum* cells were grown axenically in marine broth liquid medium (Difco, 2216) at 17 °C, 17 °C and 23 °C, respectively. *C. perkinsii* cells were grown axenically at 23 °C in liquid medium (containing 3 g of yeast extract, 3 g of malt extract, 5 g of peptone, 10 g of glucose and 20 g on NaCl per liter of distilled water). *A. castellanii* Neff cells were grown axenically at 23 °C in ATCC medium 712. *N. gruberi* cells were grown axenically at 23 °C and 30 °C in ATCC medium 1034. *A. limacinum* cells were grown axenically at 19 °C in ATCC medium 790. *S. punctatus* cells were grown axenically at 17 °C in liquid medium (containing 2.5 g of yeast extract, 0.5 g of K_2_HPO_4_, 2.5 ml of ethanol, 15 ml of glycerol and 485 ml of Milli-Q water). *D. discoideum* was grown axenically at 23 °C in liquid HL5-C medium (Formedium). *C. reinhardtii* CC-503 was grown on TAP growth media (Thermo Fisher Scientific, A1379801) at room temperature.

We performed DNA extractions for *N. gruberi*, *D. discoideum*, *C. reindhardtii*, *C. perkinsii*, *A. whisleri* and *S. punctatus* from confluent cultures grown into 25-ml flasks for 7 days, and 4 days for *C. limacisporum*. For *A.limacinum*, cells were grown for 7 days and then 1 ml was passed into two 25-ml flasks with fresh medium to enrich for zoospores and then collected 2 days later. In all cases, cells were centrifuged at 3,000*g* for 5 min, and the supernatant was discarded before DNA extraction.

### Stage-specific sampling

For *A. castellani* trophozoite DNA, we obtained cells from a confluent 7-day culture. For the cystic stage, cells were grown for 5 days in 25-ml flasks and then media was removed and replaced by 5 ml of encystment medium (containing 3.728 g of KCl, 1.68-g NaHCO_3_, 0.986 g of MgSO_4 _× 7H_2_O, 0.03 g of CaCl_2 _× 2H_2_0 and 0.017 g of 2-amino-2-methyl-1,3-propanediol per 500 ml of distilled water)^87^; after 3 days of incubation at 23 °C, *A. castellani* cysts were collected for DNA extraction.

*C. fragrantissima* cells were grown until confluency for 5 days in 25-ml flask, and then cells were scratched and passed into 250-ml flask with 25 ml of fresh medium. These new flasks were grown for 48 h under gentle agitation at 17 °C and then were filtered using a 20-μm cell strainer (pluriSelect) and collected into a 50-ml Falcon tube to separate the amebas from the mature coenocytes, as described previously^41^. Both amebas and coenocytes were collected for independent DNA extraction.

For *C. perkinsii* synchronization, we filtered a 6-day-old culture using a 5-µm filter (puriSelect) to obtain a small-celled population that was then diluted 1:100 in liquid media to grow at 23°C, as described before^42^. Cells were visually inspected and collected after 54 h and 96 h, and then snap-frozen in liquid N_2_ for later DNA extractions.

For *S. punctatus*, zoospore cells were grown until confluency for 7 days in 25-ml flask, and then 1 ml of the culture was spread onto *Spicellomyces*-agar plates (*S. punctatus* liquid medium + 15 g l^−1^ of agar) and incubated for 48 h at 30 °C. After that, the active *Spizellomyces* plates were flooded with 1 ml of dilute salt (DS) solution and incubated at room temperature for 1 h to induce the release of zoospores. After the release, the DS solution containing the zoospores was retrieved and filtered using a 10-μm syringe strainer (pluriSelect) as described previously^43^. At that moment, zoospores were collected and frozen in liquid N_2_ for later DNA and RNA extractions. For the multinucleated colonies, zoospores obtained as described before grown in liquid media for 24 h at 30 °C, multinucleated cells were collected by scraping the flask and snap-frozen in liquid N_2_ for later DNA and RNA extractions.

### Nucleic acid isolation

Before DNA extraction, to break the cell wall of *S. punctatus*, *C. fragrantisiima* and synchronized *C. perkinsii* samples, heat shock was applied, the cells were frozen with liquid N_2_ and then thawed at 60 °C, repeating this thrice. For *C. perkinsii* unsynchronized samples and *A. castellanii* cysts, we immersed the pellets in liquid N_2_ and then ground them with a pestle and mortar.

The resulting cell pellets for *N. gruberi, A. castellanii* amebas, cysts and Piribedil-treated samples*, D. discoideum*, *C. perkinsii* unsynchronized samples, *C. limacisporum* and *A. limacinum* were used for DNA extraction using the Qiagen MagAttract HMW DNA kit following the manufacturer’s whole blood protocol. For *S. punctatus*, *C. fragrantissima, C. perkinsii* synchronized samples*, A. castellanii* OICR-9429 treated samples and *C. reindhartii* NEB Monarch Genomic DNA Purification Kit were used following the animal tissue protocol. For *A. whisleri*, we used a phenol/chloroform genomic DNA extraction method.

Total RNA was extracted in biological duplicates from *N. gruberi* cultures grown at 23 °C and 30 °C, as well as from *S. punctatus* zoospores and multinucleate colonies, following NEB Monarch Total RNA Miniprep Kit tough-to-lyse samples protocol after snap-freezing the samples in liquid N_2_.

The genomic DNA of *T. vaginalis* strain G3 was obtained from ATCC, and the DNA of *M. pusilla* Culture Collection of Algae and Protozoa (CCAP) 1965/4, *Chlorella variabilis* NC64A and *Cyanophora* *paradoxa* CCAP 981/1 were obtained from CCAP (Oban).

### Nanopore sequencing, base calling and methylation analysis

We quantified genomic DNA using a Qubit 3 Fluorometer with the dsDNA BR Assay Kit and assessed DNA size with a TapeStation 2200 using the Genomic DNA ScreenTape Assay. We then started with 1−1.5 μg of high molecular weight genomic DNA that was ligated with nanopore SQK-LSK110 ligation kit following the manufacturer’s instructions and sequenced later in MinION R9.4.1 flow cells (see Supplementary Table 3 for details).

The resulting fast5 files were then used as input for Guppy (v6.5.7), and the Rerio modified base-calling model ‘res_dna_r941_min_modbases-all-context_v001’ was specified, aligning the reads to the reference genome (--align_ref) parameter. The list of reference genomes is provided in Supplementary Table 4 (refs. ^41,45,88–91^). The resulting BAM files were then merged and sorted using samtools, and then the Oxford Nanopore ‘modbam2bed’ (v0.9.1) was used to obtain either 6mA (-m 6mA) or 5mC (-m 5mC) basecalls. The resulting bedMethyl files were then used to extract the neighboring bases for each A position, gathering one base upstream and two downstreams using BEDTools^92^, and the stranded (5′ to 3′) four-nucleotide context was included for each position. Dinucleotide contexts were divided into AT, AA, AC and AG, and bigwig files were generated using the UCSC bedGraphToBigWig tool (v4). Visualization of average methylation levels on genes, TSS and TEs was obtained using DeepTools2 (v3.5.0)^93^.

For *N. gruberi* temperature-treated DNA samples, we generated libraries using the SQK-LSK114 ligation kit and sequenced them using the PromethION R10.4.1 flow cells. Because there is no compatible R10.4.1 model for Guppy, we switched to Dorado (v0.7.2) for 6mA base calling, using 6mA in sup mode. The 6mA calls were obtained using the Oxford Nanopore Modkit (v0.4.2) pileup function, testing several thresholds for calling a modified base, inspecting them in the browser and finding that 0.995 showed the lowest false positive rate when compared to R9.4.1 for *N. gruberi* (--motif AN 0 --mod-thresholds a:0.995).

Global methylation levels were computed in R, and the regional average levels of 6mA were computed using the Bioconductor bsseq package^94^, treating the ApT dinucleotides as if they were CpGs. To call an ApT site methylated, we required at least 10× coverage and >10% 6mA, with lower coverage thresholds in *M. pusilla* and *A. whisleri* (5×) and in *C. limacisporum* and *C. variabilis* (3×). To call methylated genes, we required that each gene contain at least three methylated ApT sites. To compute stage-specific methylation differences in gene bodies, we computed the weighted average of 6mApT methylation across the whole gene bodies and subtracted those values. Genes with a difference of >1.5% 6mApT in both directions were selected as the most highly distinct.

### Selection analysis

To assess selective pressure acting on AMT1 gene sequences from the species sequenced in this study, a maximum-likelihood phylogenetic tree was inferred using IQ-TREE, as described in the phylogenetic methods section. A codon-based alignment was generated by combining the protein sequence alignment obtained with MAFFT with the corresponding nucleotide sequences using PAL2NAL (v14). Tests for positive selection were performed using the CodeML implemented in EasyCodeML software (v1.41)^95^, applying the preset Site Model to detect the variation in selective pressure across codon sites.

### RNA-seq preparation and analysis

We used 0.8–1 μg of total RNA from *N. gruberi* cultures grown at 23 °C and 30 °C and *S. punctatu*s cell stages to select poly-A tails with the NEBNext Poly(A) mRNA Magnetic Isolation Module kit; then libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina in duplicate, following the manufacturer’s instructions. 

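The estimated counts assigned to transcripts ranged from 18189393 to 28793053 per library over the 8 libraries. The 10 most abundant transcripts took between 7.17% and 10.6% of the counts in *N. gruberi* libraries and between 5.01% and 7.00% in *S. punctatus* libraries. At this depth the limit set by a count of 0, taken as 3 counts, was computed from the library totals without TMM scaling. It corresponds to between 0.119 and 0.165 CPM in *N. gruberi* and between 0.104 and 0.153 CPM in *S. punctatus*. A transcript with no count may thus have been present up to that level. These limits cover counting error only. The lower bounds on fold changes use library sizes scaled by TMM, so the limits behind them differ from these.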

The resulting libraries were sequenced on a NovaSeq 2000 (NovoGene), yielding 20–30 million paired-end reads per replicate.

Furthermore, publicly available RNA-seq datasets for all species were downloaded from ENA from various studies (Supplementary Table 5)^40–42^. The data were mapped to the reference genomes using HISAT2 (v2.2.1)^96^, restricting intron size to 40,000 bp. To calculate steady-state transcription levels across all species, StringTie was used to obtain the Transcripts per Million measure for all gene models, and bigwig files were generated using DeepTools2, specifying the stranded information when the original libraries had strand-specific information^97^. 

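In the deposited tables, 16.1% of the *N. gruberi* estimated counts and 26.1% of the *S. punctatus* estimated counts were not whole numbers, because reads that fit several transcripts are shared among them. A further 212 *S. punctatus* rows carried TPM but no estimated count and were not tested. In *S. punctatus*, 475 rows repeated the 4 TPM values of another row, so that one TPM stood for several transcripts of a gene, whereas counts were given per transcript. The TPM columns summed to between 1030356 and 1045756 and to within rounding of 1000000 once each set of repeated rows was counted once. Summing the counts of transcripts that shared TPM, a choice made after the repeats were seen, gave 5128 differentially expressed genes in place of 5155 transcripts.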

For the differential expression analysis, Kallisto (0.46) was used to obtain the counts (est_counts) by aligning reads to reference transcriptomes^98^. The estimated counts were read into R and DESeq2 was used to compute the differential expression, using a *P*-adjusted value of <0.01 as a significant threshold.

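DESeq2 with its own size factors, at the same adjusted p and an absolute log2 fold change above 1.4, called 1376 *N. gruberi* transcripts, of which 1358 were also called by edgeR, all in the same direction. It gave 737 transcripts higher at 30 °C and 639 higher at 23 °C. In *S. punctatus* it called 5371 transcripts, 5001 of them also called by edgeR and all of these in the same direction, with 2724 higher under the multinucleate heading and 2647 higher under the zoospore heading of the counts. At the adjusted p alone, edgeR called 6054 *S. punctatus* transcripts.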

### ChIP–seq library preparation and analysis

ChIP–seq was performed as previously described^99^ with modifications. Briefly, 100-ng chromatin per species was pooled per ChIP. Pooled chromatin was incubated at 4 °C for 12–14 h with rotation with 2.5-µg anti-H3K27ac (Abcam, ab4729) or 2.5-µg anti-H3K4me3 (Sigma-Aldrich, 07-473). Immunoprecipitated complexes were captured using a mix of Protein A (Sigma-Aldrich, 16-661) and Protein G magnetic beads (Sigma-Aldrich, 16-662), washed and reverse crosslinked for 30 min at 55 °C followed by an hour at 68 °C. Immunoprecipitated DNA was purified using solid-phase reversible immobilization beads (Beckman Coulter, A63881). The NEBNext Ultra II DNA Library Prep Kit (New England BioLabs) was used to produce the resulting ChIP libraries according to the manufacturer’s protocol.

The data for *C. reinhardtii* and *T. vaginalis* were downloaded from ENA, belonging to previous studies^55,100^ (Supplementary Table 6, SRR numbers).

All ChIP–seq data were analyzed using fastp to trim reads, and the reads were mapped to the genomes using bowtie2 (v1.2), allowing a maximum insert size of 2,000 bp (-I 2000). Duplicate reads were removed using Sambamba (v0.6.6). DeepTools2 was used to generate bigwig files, compute insert size distributions and visualize epigenomic data, as well as the Integrative Genome Viewer. MACS3 (v3.0.0a7) was used to call peaks^101^, using a *q* value of 0.01 and adjusting the genome size to each species (for example, -q 0.01 -g 4e7), as well as activating the broad parameter for broad peak calling. Broad peaks were defined as those having >1,200 bp using their width distribution as a reference (Extended Data Fig. 9c). The H3K4me3 signal was clustered using DeepTools2 plotHeatmap function, allowing four *k*-means clusters (--k-means 4), providing the four categories shown in Fig. 5.

### Inhibitors and western blot

Histone H3K4me3 suppression drugs OICR-9424 (MedChemExpress, HY-16993) and Piribedil (Cayman Chemical, 3605-01-4) were diluted in DMSO at 50 mM and 100 mM, respectively, as stock solutions. For drug treatment experiments, 2.1 million *A. castellanii* cells were cultured in 42 ml of liquid media at 23 °C for 24 h. After incubation, the cells were treated for 30 h with either 60-µM OICR-9424 or 300-µM OICR-9424, or with 5-µM Piribedil or 250-µM Piribedil. Two control samples were prepared by treating cells with 0.6% DMSO (for OICR-9424) and 0.2% DMSO (for Piribedil), adjusting the DMSO concentration to the highest inhibitor concentrations. Cells were collected by scraping the flasks and centrifuged at 3,000*g* for 5 min, the supernatant was discarded and the pellets were snap-frozen in liquid N_2_ for subsequent histone and DNA extraction.

Histones were extracted using an acid extraction protocol optimized for western blot analysis. Briefly, treated or control *A. castellanii* pellets were washed twice with ice-cold PBS. Cells were resuspended in Triton Extraction Buffer (TEB; PBS containing 0.5% (vol/vol) Triton X-100, 5 mM sodium butyrate and one Complete Mini EDTA-free protease inhibitor tablet per 10 ml) at a density of 3 × 10^−^⁷ cells per ml. Cell lysis was performed on ice for 10 min with gentle agitation. Nuclei were pelleted by centrifugation at 650*g* for 10 min at 4 °C. The nuclei were washed once with half the volume of TEB and centrifuged again under the same conditions. The resulting nuclear pellet was resuspended in 0.2 N HCl at a density of 12 × 10⁷ nuclei per ml and incubated overnight at 4 °C to acid-extract histones. Samples were then centrifuged at 650*g* for 10 min at 4 °C to remove debris. The supernatant containing soluble histones was collected and neutralized with 2 M NaOH at one-tenth of the volume of the supernatant. Histone extracts were aliquoted and stored at −20 °C until further use.

Protein samples (5 µg for H3 and 12 µg for H3K4me3 detection) were mixed with 2× Laemmli sample buffer containing 50-mM dithiothreitol and denatured by boiling at 100 °C for 10 min. Proteins were separated by SDS–PAGE on 15% acrylamide gels and transferred to nitrocellulose membranes. Membranes were blocked for 1 h at room temperature in TBST buffer (50 mM Tris–HCl, pH 7.5; 150 mM NaCl; 0.05% (vol/vol) Tween-20) containing 5% (wt/vol) nonfat dry milk.

Primary antibodies were incubated for 2 h at room temperature in TBST containing 1% (wt/vol) nonfat dry milk. After washing, membranes were incubated with horseradish peroxidase-conjugated secondary antibodies diluted 1:10,000 in TBST with 1% (wt/vol) nonfat dry milk.

Signal of the secondary antibody was detected with a FUSION Solo S (Vilber Lourmat).

The primary antibodies used were antihistone H3 (1:1,000; Abcam, ab1791), histone H3K4me3 (1:500; Active Motif, AB_2615077) and the secondary antibody goat antirabbit IgG (H + L; Invitrogen, 31462).

### Genome assembly and re-annotation

The genomes of *N. gruberi* and *C. perkinsii* were re-assembled for this study. We used Oxford Nanopore reads and performed conventional base calling with Guppy using the ‘sup’ model and splitting chimeric reads. The resulting reads were then used as input for Flye (v2.9-b1768) using –nanopore_hq option, and allowing two steps of polishing^102^. Publicly available Illumina reads^90^ were used for polishing using HyPo^103^ (v1.0.3). For *N. gruberi*, the resulting contigs were scaffolded using *Naegleria lovaniensis* chromosome-scale genome^104^ with RagTag^105^ (v2.1.0). Publicly available RNA-seq for each species^90,106^ was aligned to the genomes using HISAT2 with the -dta parameter with a maximum intron size of 10 kb, and Stringtie (v2.1.2) was then used to predict transcript models^96,97^. In parallel, Trinity (v2.8.5) was used to build de novo transcriptome assemblies^107^, which were mapped to the genome using GMAP (14 October 2020). The best transcripts were selected using Mikado^108^ (v2.3.0), which were then used to generate exon hints for Augustus^109^ (v3.4.0). Liftoff^110^ (v1.6.3) was used to transfer annotations from the previous genome assemblies to the new assemblies^90,111^, which were then used as coding sequence hints. Then Augustus was trained on the best Mikado gene models for each species, and those species models were used to predict the genes with both exon and coding-sequence hints. In the last step, transcript UTRs were added to the Augustus gene models using PASA (v2.0.1) with the best Mikado transcripts as input^112^.

For *C. limacisporum*, *C. variabilis*, *C. fragrantissima* and *A. whisleri*, the annotations were also updated with available RNA-seq data to include UTRs and improve TSS annotation^41,82,113^. We used a combination of Trinity and Stringtie as described above to generate a nonredundant transcript set with Mikado, which was then used to update gene structures with PASA.

Repeat annotations were generated for species that lacked them, using RepeatModeler2 (v2.0.2a)^114^, including the LTR finding module, and mapping the consensus repeat library against the genome using RepeatMasker (v4.1.2-p1).

### Statistics and reproducibility

No statistical method was used to predetermine sample size. Bulk RNA-seq experiments were performed in two replicates for *N. gruberi* and *S. punctatus*, while all available replicates from public datasets were used for other samples. 

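Across transcripts, Pearson's correlation of log2(CPM + 1) between the 2 replicates was 0.994 at 23 °C and 0.994 at 30 °C in *N. gruberi*. In *S. punctatus* it was 0.980 between the libraries headed multinucleate and 0.996 between those headed zoospore. The median absolute difference between replicates was 0.156 and 0.150 on the log2 scale at 23 °C and 30 °C, 0.300 between the multinucleate libraries and 0.087 between the zoospore libraries. A chi-square statistic of the replicates' counts, divided by its degrees of freedom, was 20.7 and 17.7 at 23 °C and 30 °C, 135.2 for the multinucleate pair and 6.94 for the zoospore pair, where a library deposited a second time would give about 1 or less. This comparison looks only for duplicated libraries, and that the libraries are biological replicates is the paper's statement.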

ChIP–seq experiments were performed with at least two replicates, and Oxford Nanopore sequencing was performed with one replicate per stage or species. Drug treatment experiments and western blot were performed twice with similar results. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during the experiments or during outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-025-02409-6.

## Supplementary information

Supplementary Information Supplementary Figs. 1–5.

Reporting Summary

Supplementary Tables 1–6 Supplementary Table 1: CODEML output table highlighting conservation across the AMT1 codon alignment. Supplementary Table 2: Distribution of MT-A70 methyltransferases across the eukaryotic dataset. Supplementary Table 3: Description of Oxford Nanopore libraries generated or used in this study. Supplementary Table 4: Description of the genome assemblies and annotations used for mapping nanopore base modification data. Supplementary Table 5: Description of the RNA-seq datasets used or generated in this study. Supplementary Table 6: Description of the ChIP–seq datasets used or generated in this study.

## Source data

Source Data Fig. 1 Phylogenetic tree of AMT-A70 family in Nexus format.

Source Data Fig. 2 Raw values for Fig. 2a,c,d.

Source Data Fig. 3 Raw values for Fig. 3b–d.

Source Data Extended Data Fig. 1 Phylogenetic tree of AMT-A70 family in Nexus format.

Source Data Extended Data Fig. 2 Raw values for Extended Data Fig. 2a.

Source Data Extended Data Fig. 3 Raw values for Extended Data Fig. 3a,b.

Source Data Extended Data Fig. 4 Raw values.

Source Data Extended Data Fig. 5 Raw values for Extended Data Fig. 5b,d.

Source Data Extended Data Fig. 6 Raw values for Extended Data Fig. 6a,b.

Source Data Extended Data Fig. 9 Raw values for Extended Data Fig. 9a–c,e.

Source Data Extended Data Fig. 10 Raw values for Extended Data Fig. 10d.

Source Data Extended Data Fig. 10 Unprocessed western blots for Extended Data Fig. 10b.

## Data Availability

Nanopore raw sequencing data have been uploaded to BioStudies (https://www.ebi.ac.uk/biostudies/) under the accession S-BSST1363 (ref. ^115^), and the ChIP–seq data can be found in the GEO submission GSE261870. The ChIP–seq for *C. reinhardtii* was obtained from GSE59629, and *T. vaginalis* from GSE89662. Publicly available RNA-seq was obtained from PRJNA794325 (*A. castellanii*), PRJNA360056 (*A. whisleri*), SAMD00394225 (*A. limacinum*), PRJNA1091032 (*C. perkinsii*), PRJNA285347 (*C. reinhardtii*), PRJNA849385 (*T. vaginalis*), PRJNA262632 (*C. limacisporum*), PRJNA210187 (*C. variabilis*), GSE46692 (*M. pusilla*), GSE155535 (*O. tauri*), PRJNA642022 (*N. fowleri*), GSE249241 (*A. appalachense*) and GSE68616 (*C. fragrantissima*). Annotation and other analysis files associated with this article can be found at: 10.5281/zenodo.17174913 (ref. ^116^). IGV genome browser session can be accessed for *C. fragrantissima* (https://tinyurl.com/22zs884x), *S. punctatus* (https://tinyurl.com/2d7jgzpz), *T. vaginalis* (https://tinyurl.com/2arl7o56), *A. castellanii* (https://tinyurl.com/22wjj72j), *N. gruberi* (https://tinyurl.com/mr44r47h) and *C. reinhardtii* (https://tinyurl.com/25aww7qk). Source data are provided with this paper.

# Supplementary material for: Adenine DNA methylation associated with transcriptionally permissive chromatin is widespread across eukaryotes
**Source:** Nat Genet. 2025 Nov 18;57(12):3126–36. doi: 10.1038/s41588-025-02409-6
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–5.

# Adenine DNA methylation associated with transcriptionally permissive chromatin is widespread across eukaryotes

---

In the format provided by the  
authors and unedited

Supplementary Information for:

## Adenine DNA methylation associated with transcriptionally permissive chromatin is widespread across eukaryotes

Pedro Romero Charria, Cristina Navarrete, Vladimir Ovchinnikov, Lan Xu, Luke A Sarre, Victoria Shabardina, Ewa Ksiezopolska, Elena Casacuberta, David Lara-Astiaso, Arnau Sebé-Pedrós, Alex de Mendoza

This file includes:

Supplementary Figures 1 to 5

Captions for supplementary Tables 1 to 6

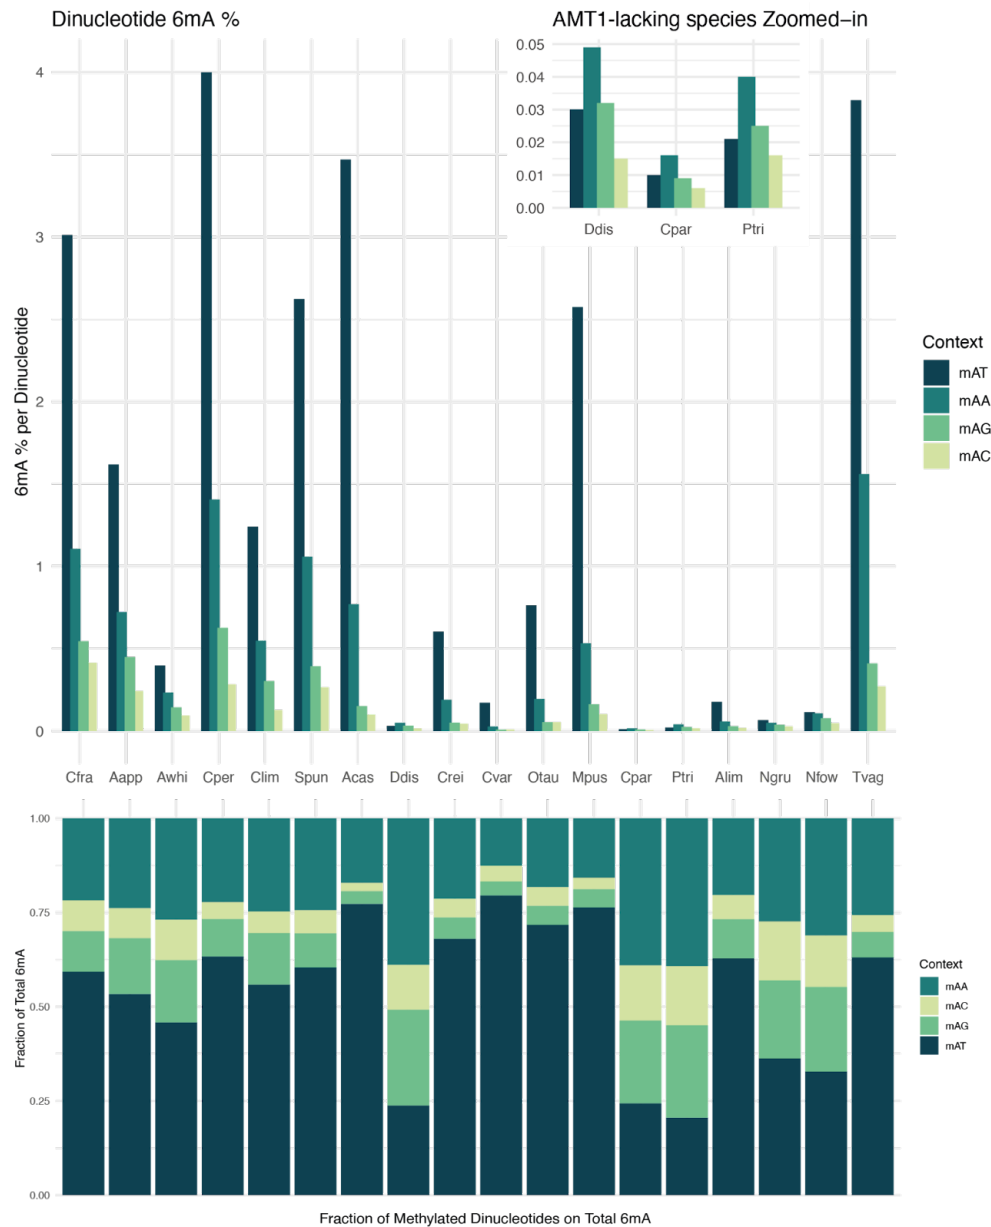

**Supplementary Figure 1.** Global dinucleotide 6mA shown as total % per species and as fraction of total number of 6mA calls, with Ddis (*Dictyostelium discoideum*), Cpar (*Cyanophora paradoxa*) and Ptri (*Phaeodactylum tricornutum*) as AMT1-lacking species zoomed in. Cfra - *Creolimax fragrantissima*, Aapp - *Amoebidium appalachense*, Awhi - *Abeoforma whisleri*, Cper - *Chromosphaera perkinsii*, Clim - *Corallocytrium limacisporum*, Spun - *Spizellomyces punctatus*, Acas - *Acanthamoeba castellanii*, Ddis, *Dictyostelium discoideum*, Crei - *Chlamydomonas reinhardtii*, Cvar - *Chlorella variabilis*, Otau - *Ostreococcus tauri*, Mpus - *Micromonas pusilla*, Cpar - *Cyanophora paradoxa*, Alim - *Aurantiochytrium limacinum*, Ngru - *Naegleria gruberi*, Nfow - *Naegleria fowleri*, Tvag - *Trichomonas vaginalis*.

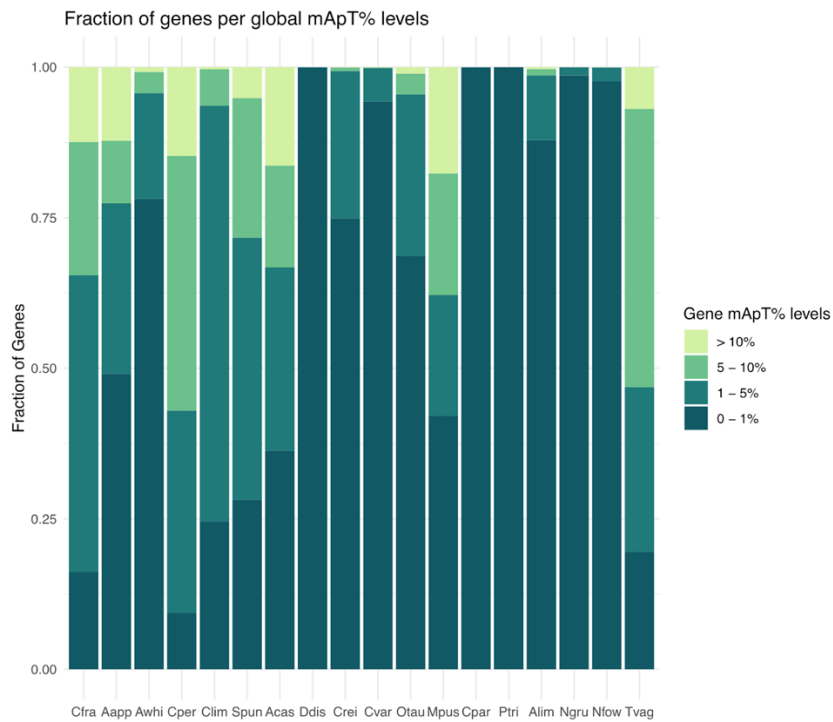

**Supplementary Figure 2.** Proportion of genes in each 6mApT methylation categories, calculated as the weighted average of 6mApT for the full length of the gene body. Ddis, Cvar and Ptri lack AMT1.

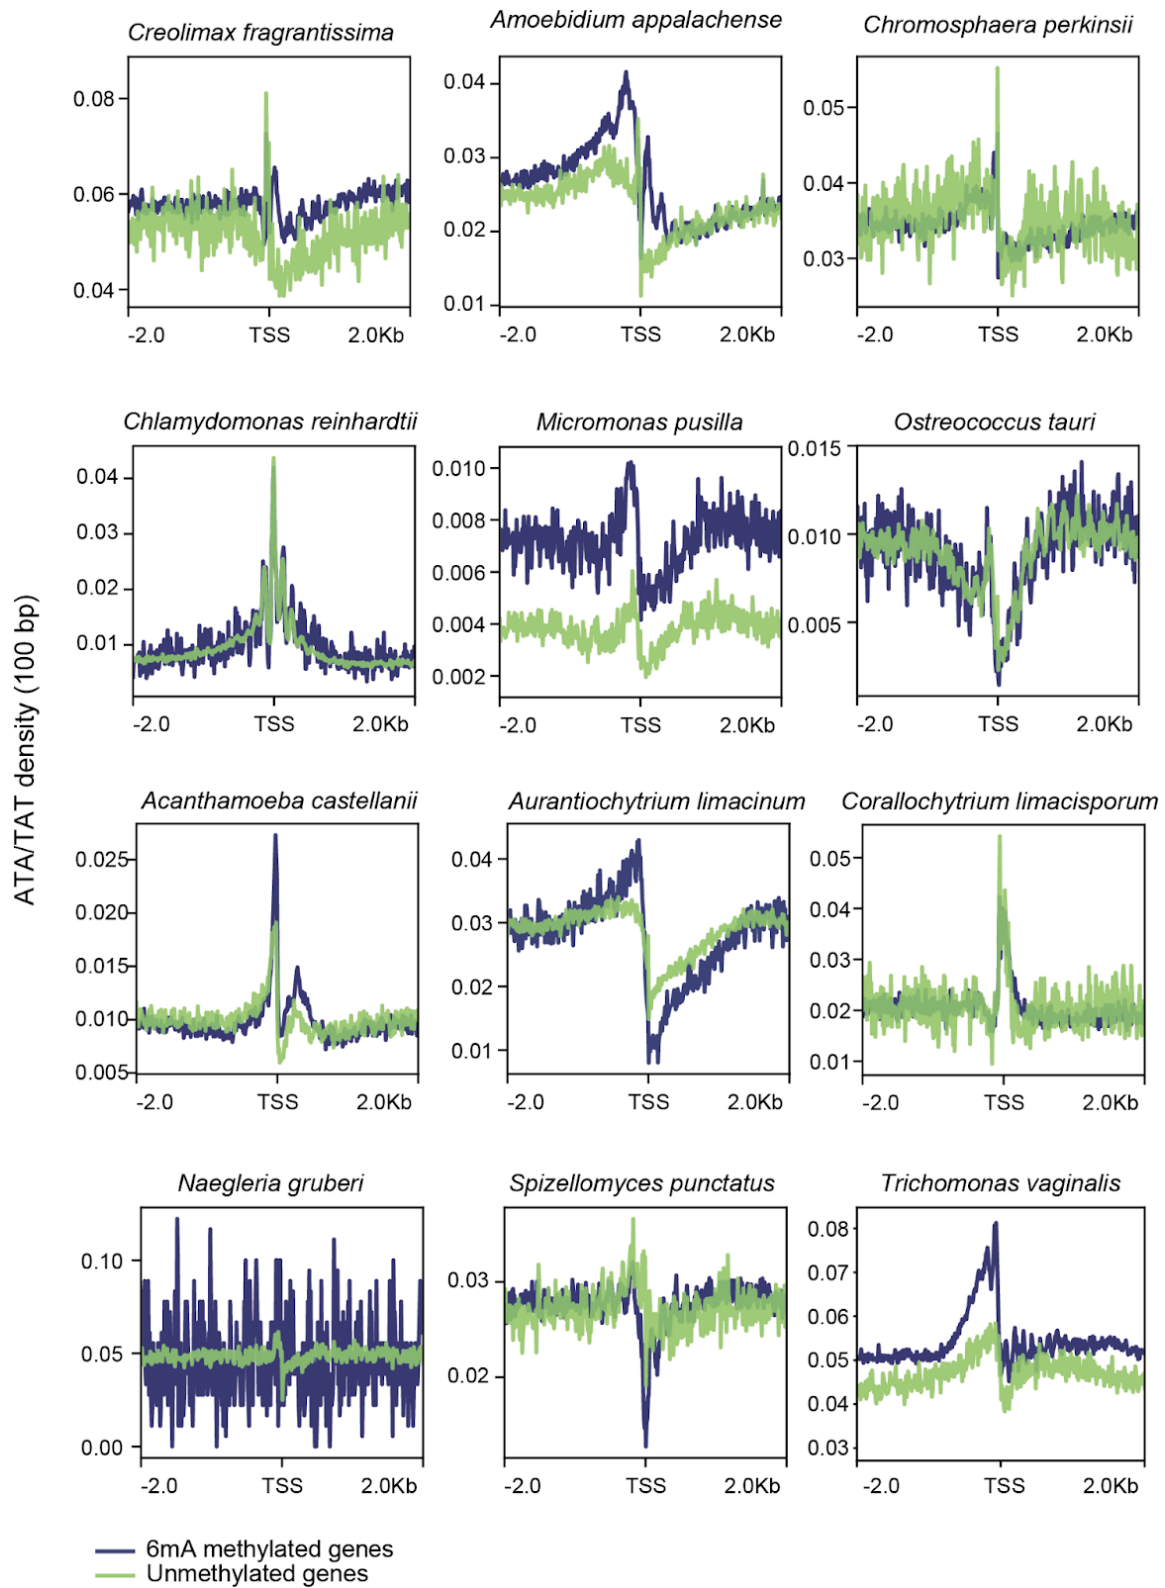

**Supplementary Figure 3.** Average density of ATA/TAT trinucleotides in 6mA methylated and unmethylated genes, calculated as number of trinucleotides per 100 bp windows.

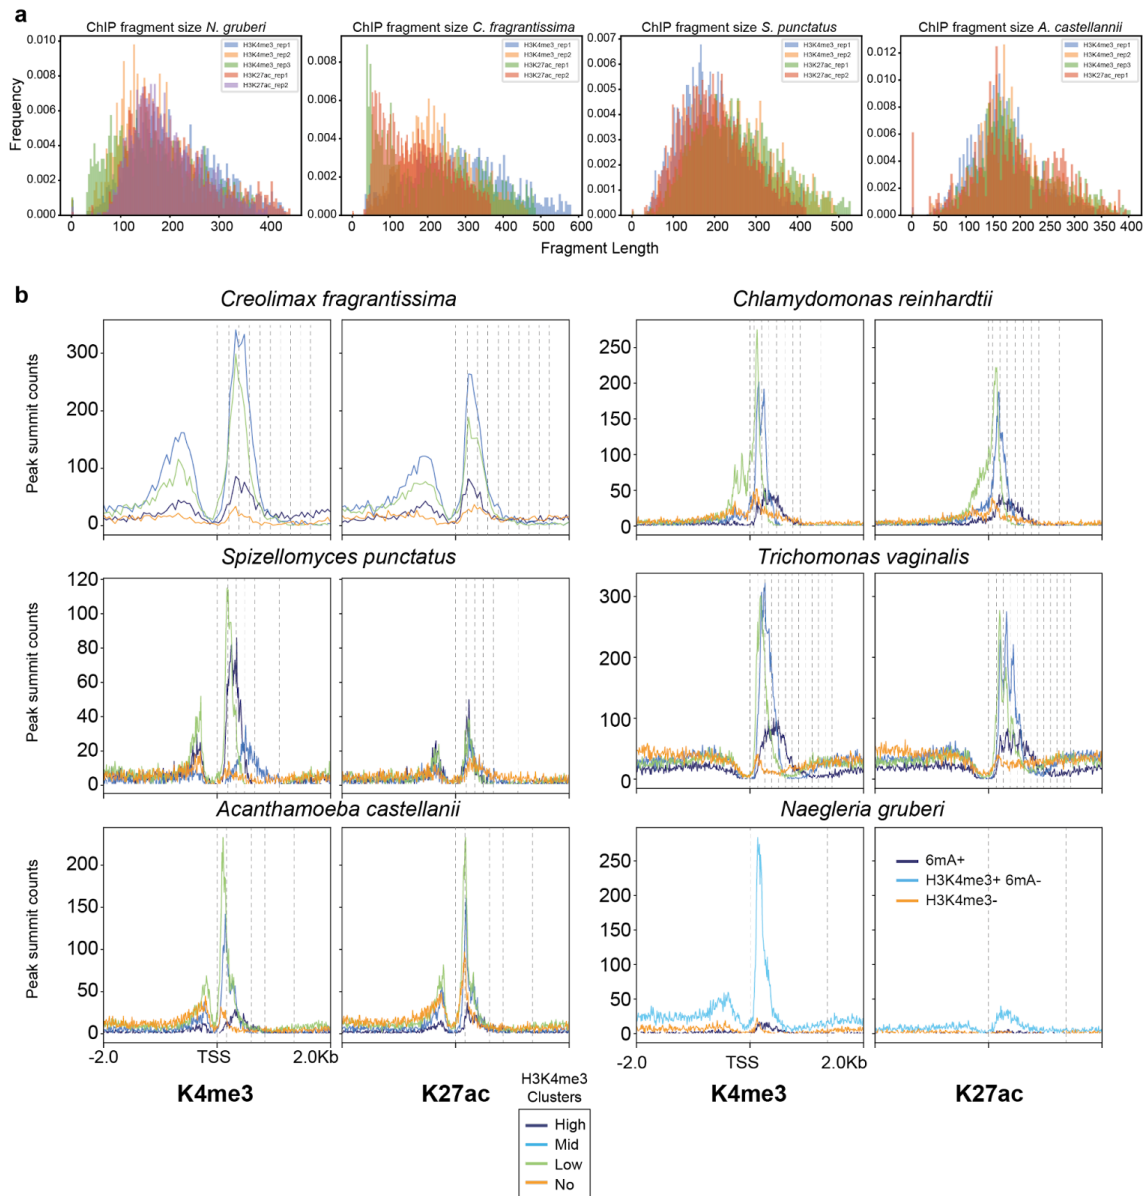

**Supplementary Figure 4.** (a) ChIP-seq insert size distribution for 4 species profiled in this study, shown as per each replicate. (b) Distribution of ChIP-seq summits around TSS classified as per H3K4m3 signal, as in Figure 5.

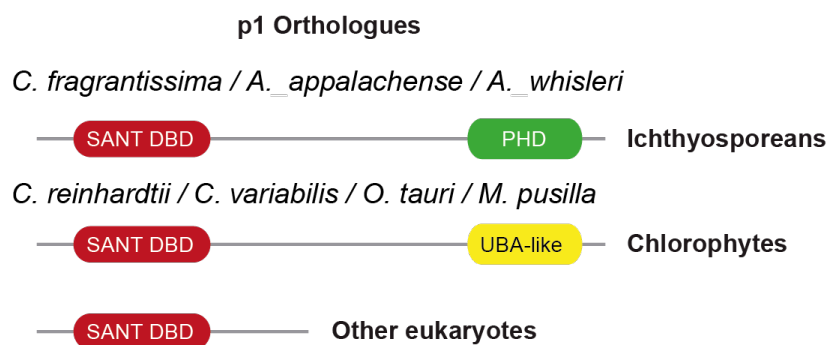

**Supplementary Figure 5.** Domain architecture of p1 orthologues across the studied species.

**Supplementary Table S1.** CODEML output table highlighting conservation across the AMT1 codon-alignment.

**Supplementary Table S2.** Distribution of MT-A70 methyltransferases across the eukaryotic dataset.

**Supplementary Table S3.** Description of Oxford Nanopore libraries generated or used in this study.

**Supplementary Table S4.** Description of the genome assemblies and annotations used for mapping Nanopore base modification data.

**Supplementary Table S5.** Description of the RNA-seq datasets used or generated in this study.

**Supplementary Table S6.** Description of the ChIP-seq datasets used or generated in this study.

# Supplementary material for: Adenine DNA methylation associated with transcriptionally permissive chromatin is widespread across eukaryotes
**Source:** Nat Genet. 2025 Nov 18;57(12):3126–36. doi: 10.1038/s41588-025-02409-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Nanopore MinKNOW app was used to sequence the Nanopore libraries. This is the constantly updated version of Oxford Nanopore available to all users.

**Data analysis** For sequence search and phylogenetic analysis HMMER3 (3.3.1), BLASTP(2.9.0+), MAFFT (7.475), trimAL (v1.4.rev15), IQ-TREE(2.1.2). For Nanopore sequencing, basecalling and methylation analysis Guppy v6.5.7, modbam2bed (0.9.1), Dorado(0.7.2), Modkit (0.2.5), BEDTools (v2.29.2), UCSC bedGraphToBigWig, DeepTools2(3.5.0) and Bioconductor bsseq package for R were used. For RNA-seq analysis HISAT2 (64-bit), Stringtie (2.1.2) and Kallisto (0.46.0) were used. For ChIP-seq library preparation and analysis fastp (0.20.0), bowtie2 (1.2), Sambamba (0.6.6), MACS2 (3.0.0a7) and DeepTools2 were used. For genome assembly and re-annotation Guppy, Flye(v2.9-b1768), HyPo (v1.0.3), RagTag (v2.1.0), HISAT2 (2.2.1), Stringtie(v2.1.2), Trinity (v2.8.5), gmap (2020-10-14), Mikado (v2.3.0), Augustus (3.4.0), Liftoff (v1.6.3), PASA(v2.0.1), RepeatModeler2 (2.0.2a) and RepeatMasker (4.1.2-p1) were used. The code used for the analysis of this paper can be found in [https://github.com/AlexdeMendoza/6mA\\_evolution](https://github.com/AlexdeMendoza/6mA_evolution)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Nanopore raw sequencing data has been uploaded to ArrayExpress (<https://www.ebi.ac.uk/arrayexpress/>) under the accession number S-BSST1363, and the ChIP-seq data can be found in the GEO submission GSE261870. The ChIP-seq for *C. reinhardtii* was obtained from GSE59629, and *T. vaginalis* from GSE89662. Publicly available RNA-seq was obtained from PRJNA794325 (*A. castellanii*), PRJNA360056 (*A. whisleri*), SAMD00394225 (*A. limacinum*), PRJNA1091032 (*C. perkinsii*), PRJNA285347 (*C. reinhardtii*), PRJNA849385 (*T. vaginalis*), PRJNA262632 (*C. limacisporum*), PRJNA210187 (*C. variabilis*), GSE46692 (*M. pusilla*), GSE155535 (*O. tauri*), PRJNA642022 (*N. fowleri*), GSE249241 (*A. parasiticum*) and GSE68616 (*C. fragrantissima*). Annotation and other analysis files associated with this article can be found in: [https://github.com/AlexdeMendoza/6mA\\_evolution](https://github.com/AlexdeMendoza/6mA_evolution). IGV genome browser session can be accessed for *Creolimax fragrantissima* (<https://tinyurl.com/22zs884x>), *Spizellomyces punctatus* (<https://tinyurl.com/2d7jg2pz>), *Trichomonas vaginalis* (<https://tinyurl.com/2arl7o56>), *Acanthamoeba castellanii* (<https://tinyurl.com/22wj72j>), *Naegleria gruberi* (<https://tinyurl.com/mr44r47h>), *Chlamydomonas reinhardtii* (<https://tinyurl.com/25aww7qk>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="We sequenced all libraries to the highest coverage possible, aiming for &gt;20x in all species, yet for some the gDNA was obtained from culture collections and due to pore clogging more limited amounts were obtained. This is explicit in the methods, figure legends and supplementary material."/> |
| Data exclusions | <input type="text" value="No data was excluded."/>                                                                                                                                                                                                                                                                                |
| Replication     | <input type="text" value="Technical replicates were obtained splitting in half the amount of reads for modification base-calling, and the results were compared to verify that each set of reads provided the same pattern."/>                                                                                                    |
| Randomization   | <input type="text" value="No randomization was needed."/>                                                                                                                                                                                                                                                                         |
| Blinding        | <input type="text" value="Blinding is not relevant to the study."/>                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Histone H3 (acetyl K27) antibody - ChIP Grade (abcam, Cat.No. ab4729) and Anti-trimethyl-Histone H3 (Lys4) Antibody (merckmilipore, Cat.No. 07-473) (Missing clone name and lot number), for western blot: Anti-Histone H3 (Abcam, ab1791), Histone H3K4me3 (Active Motif AB_2615077) |
| Validation      | These antibodies have been commonly used in the Sebe-Pedros laboratory for profiling histone modifications in many species, and were selected for specificity and signal to noise ratio. Western blot antibodies are regularly used in Paul Hurd laboratory for working on honeybees.      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                              |
|-------------------------|----------------------------------------------------------------------------------------------|
| Laboratory animals      | The study did not involve laboratory animals                                                 |
| Wild animals            | The study did not involve wild animals                                                       |
| Reporting on sex        | The study did not require any sex-based analysis as asexual single cell eukaryotes were used |
| Field-collected samples | The study did not involve samples collected from the field                                   |
| Ethics oversight        | No ethical approval was required as single cell eukaryotes were used                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261870>  
Token: kdkbqsewtngtrtaf

Files in database submission

raw fastq files and coverage bigwigs.

Genome browser session  
(e.g. [UCSC](#))

We provide 6 genome browser links: *Creolimax fragrantissima*: <https://tinyurl.com/22zs884x>  
*Spizellomyces punctatus*: <https://tinyurl.com/2d7jgzpz>  
*Trichomonas vaginalis*: <https://tinyurl.com/2arl7o56>  
*Acanthamoeba castellanii*: <https://tinyurl.com/22wjj72j>  
*Naegleria gruberi*: <https://tinyurl.com/mr44r47h>  
*Chlamydomonas reinhardtii*: <https://tinyurl.com/25aww7qk>  
 .

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Each ChIP-seq condition was obtained in duplicates (per histone mark & per species).                                                                                                                                                                                                                                                             |
| Sequencing depth        | This is available in Supplementary Tables.                                                                                                                                                                                                                                                                                                       |
| Antibodies              | Anti-Histone H3 (acetyl K27) antibody - ChIP Grade (abcam, Cat.No. ab4729) and Anti-trimethyl-Histone H3 (Lys4) Antibody (merckmipore, Cat.No. 07-473) (Missing clone name and lot number)                                                                                                                                                       |
| Peak calling parameters | macs3 callpeaks -t sample.bam -q 0.01 -g species_assembly_size                                                                                                                                                                                                                                                                                   |
| Data quality            | Fraction of Reads in Peaks is >60% for all samples.                                                                                                                                                                                                                                                                                              |
| Software                | All ChIP-seq data was analysed using fastp to trim the reads, and these were mapped to the genomes using bowtie2, allowing a maximum insert size of 2000 base pairs (-I 2000). Duplicate reads were removed using Sambamba. DeepTools2 was used to generate bigwig files and to visualise epigenomic data, as well as Integrative Genome Viewer. |

How the deposited data were processed for this re-analysis (not part of the article)

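A pair of RNA-seq tables was analyzed, one for *N. gruberi* grown at 23 °C and 30 °C and one for *S. punctatus* zoospores and multinucleate colonies, with 2 biological replicates per condition and 8 libraries in all. The 17 ChIP-seq samples and the nanopore 6mA data were not analyzed here.

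The authors selected poly(A) RNA, made strand-specific libraries, sequenced paired ends and assigned the reads to reference transcriptomes with kallisto, and the estimated counts they deposited are per transcript and not normalized. The authors also deposited TPM in both tables. The methods name StringTie for TPM and do not say which program made these columns. In *N. gruberi* the TPM followed the estimated counts of the same library, with an SD of 0.019 between libraries in the log2 ratio of TPM to counts over 10624 transcripts. In *S. punctatus* this SD was 2.60 over 6768 transcripts when columns of the same stage heading were joined, and 0.335 when each count column was joined to the TPM column of the other stage. The headings of one of these sets of columns therefore contradict the other. The *S. punctatus* TPM printed in Source Data Extended Data Fig. 5b equal the TPM columns under the same headings, which settles the TPM headings in the paper's use and leaves the count headings open. No library was relabelled: counts are named by the headings of the count columns, and directions in *S. punctatus* are to be read with that limit. The *S. punctatus* TPM were treated as a value per gene repeated over transcripts, not as TPM per transcript, since the columns sum to more than 1000000.

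From the deposited estimated counts, rounded to whole numbers, differential expression was computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with the group, quasi-likelihood test, Benjamini-Hochberg adjustment), separately for each species and with the condition as the only term. Calls needed an adjusted p under 0.01, the threshold in the methods, and an absolute log2 fold change above 1.4, the threshold in Fig. 3d. Fold changes are 30 °C over 23 °C and multinucleate over zoospore. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The test was tried on simulated counts: with 200 changed transcripts it recovered 96% for *N. gruberi* and 81% for *S. punctatus*, and called 6 and 4 unchanged transcripts. The simulated changes were of 2 or 3 on the log2 scale, as many up as down. Normalization was thus not tested where most transcripts change. The tests count transcripts, whereas the paper counts genes.

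Genes with variable 6mA were taken from Source Data Extended Data Fig. 5b,d. The *S. punctatus* columns of that sheet end at data row 928 of the 1998 rows used, so that the list is complete, and the *N. gruberi* sheet is complete. Genes were joined to transcripts through their 4 TPM values. Where several rows matched, as for 10 *S. punctatus* and 4 *N. gruberi* genes, the transcript with the gene's own number, or otherwise the one with the most counts, was used. Of 55 *N. gruberi* entries with comparable numbers, the transcript number was the gene number plus 1 in 54, the 4 with several matching rows included, and this rule joined the genes of Source Data Fig. 3c to transcripts. Medians of log2 fold changes, from a fit over all transcripts with a count in any library, were compared by permuting the condition labels over the genes 100000 times, two-sided. The share of listed genes called was set against 10000 random lists matched on deciles of average log2 CPM and drawn without regard to 6mA. Silent transcripts were defined as at most 3 estimated counts in both libraries, and folds against them are lower bounds against 3 counts, with the library sizes scaled by TMM. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

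The genes named in the text follow a rule fixed before the data were examined, except the 3 genes with variable 6mA that were near silent in one condition, which were singled out after their values were seen. The rule took, per comparison, the 2 called transcripts with the largest rise and the 2 with the largest fall among those with a mean TPM of at least 10 in the higher condition and no overlap between libraries, and called genes of Source Data Fig. 3c with stable 6mA. In *S. punctatus* the TPM minimum was applied to the stage with the higher TPM, a change made after the contradiction between headings was seen. The alternatives, fixed together with the rule, were DESeq2 1.42.0, RLE size factors, no filter on low counts, a minimum of 10 counts in every library, the adjusted p alone, an adjusted p under 0.05, limma 3.58.1 on log2(TPM + 1) of genes with a mean TPM of at least 1, the replicate number as a block, and leaving out each library. With 2 libraries per condition, leaving out one gives values with no test. The deposited identifiers of *S. punctatus* were not paired with gene names or with the paper's gene identifiers outside the variable-6mA list, so that the MT-A70 genes and gene sets by product name, planned before the data were examined, were not analyzed here. None of the table's *N. gruberi* identifiers appeared in the gene-name table used, which is of assembly GCF_000004985.1, and no coordinates are given.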

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

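Every alternative set before the data were examined left the number of *S. punctatus* transcripts called between 4876 (at least 10 counts in every library) and 6054 (the adjusted p alone), against 5155. The *N. gruberi* total of 1525 moved by more than 1.5 times under 2 alternatives. At the adjusted p alone it was 4314 (2208 higher at 30 °C and 2106 higher at 23 °C), since no fold change was required. With limma on log2(TPM + 1) it was 869 (459 higher at 30 °C and 410 higher at 23 °C), and the cause was not tested. In *S. punctatus*, limma on log2(TPM + 1) called 1670 genes higher in the zoospore, by the TPM headings. Of the 4197 of its calls shared with the counts, 20 had the same direction. When each library was left out, between 1420 and 1456 of the 1525 *N. gruberi* calls and between 4971 and 5115 of the 5155 *S. punctatus* calls kept a log2 fold change above 1.4 in size and in the same direction, with no test.

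The difference in median log2 fold change between the lists with more 6mA in either condition was near 0 in *N. gruberi* and changed sign with the mean (−0.237), on the TPM scale (−0.016) and with only transcripts that pass the filter (−0.062). It ranged from −0.050, without 23 °C replicate 2, to 0.144, without 23 °C replicate 1, across the 4 fits that each left out one library. In *S. punctatus* it changed sign only on the TPM scale (0.467), where the stage headings are the opposite ones, and ranged from −0.449 to −0.356 across the 4 fits that each left out one library. In both species p stayed above 0.1 under every alternative with a test.

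The share of listed genes called changed side of the random median at the adjusted p alone, to 42.9% in *N. gruberi* and 66.5% in *S. punctatus*, with two-sided permutation p of 0.311 and 0.910. With DESeq2 the *S. punctatus* share was 52.4% with a permutation p = 0.0372, against p = 0.225 in the main test and 0.115 with the replicate block. The cause was not tested.

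The *N. gruberi* count of silent transcripts, 20, became 99 with TPM of at least 1, 8 with TPM of at least 30 and 13 on TPM alone. In *S. punctatus* the planned definition joined TPM and counts under headings that contradict each other, 2 of its 11 rows qualified in both directions, and it does not count silenced genes. Its alternatives therefore test nothing about silencing, and are given only because they were planned: 47 and 4 rows with TPM of at least 1 and 30, and 25, 15, 18 and 19 without multinucleate replicates 2 and 1 and zoospore replicates 1 and 2. On TPM alone 4 rows qualified. The 12 transcripts silent by counts alone, a definition chosen after the data were seen, depended on every limit. They became 57 with at least 1 CPM, 0 with at least 30 CPM and 89 with at most 10 counts in the silent stage. Without zoospore replicates 1 and 2 they were 21 and 19, and without multinucleate replicates 1 and 2 they were 32 and 76. Leaving out a library removes a requirement, so these numbers could not fall.

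The replicate numbers are shared between conditions in name only. The differences between replicates 1 and 2 of the 2 conditions correlated at 0.056 in *N. gruberi* and −0.065 in *S. punctatus*. With the replicate number as a block, 1535 *N. gruberi* and 5263 *S. punctatus* transcripts were called, the median differences were 0.030 and −0.44, and the shares 5.36% and 53.3%. For the 11 genes tested and named, none of the 33 values from alternatives with a test lost its call. In the 44 values with a library left out, which have no test, 1 fell to 1.4 or below in size, that of NGRUG00000004662 without 30 °C replicate 2 (−1.37). None of the 77 changed direction. The MT-A70 genes and keyword gene sets of *S. punctatus* were not run under any setting.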

Differences from the paper's values

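No main value differed from the paper's by more than 1.5 times. A ranking differed. Fig. 3d, read by eye, shows more *N. gruberi* genes higher at 23 °C, about 750, than at 30 °C, about 650, whereas the test here called 705 at 23 °C and 820 at 30 °C. Each of the alternatives set before the data were examined that made calls also gave more at 30 °C. With DESeq2, which the paper's methods name, 639 were higher at 23 °C and 737 at 30 °C, and with the direction of the fold change turned round these would be 737 at 23 °C and 639 at 30 °C.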

Other observations

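The stage headings of the *S. punctatus* counts and TPM were examined after their contradiction had been seen, apart from the test on repeated TPM. All 4 count columns followed both TPM columns of the other stage more closely than either TPM column of their own stage, which is what an exchange of stage headings between the count and the TPM columns would give. Rows out of step between the sets of columns are argued against by the high rank correlation of every crossed pair, at least 0.878. A TPM given per gene beside counts given per transcript is argued against as well: over the 8376 transcripts whose TPM no other row repeats, the rank correlation by heading stayed at 0.362 or below. Which set carries the wrong stage stays open. No biological explanation was tested, since both sets are named for the same libraries.

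Genes with variable 6mA differed from other genes in their average expression, a comparison planned before its result was seen. In *N. gruberi* the median average log2 CPM of the 57 listed genes was 5.49, above all 10000 random lists of the same size (median 3.18, middle 95% from 2.21 to 4.12). Gene length as the whole cause is argued against, because the median of log2(mean TPM + 1), which is scaled to length, was 5.36 against 2.43 in the random lists (middle 95% from 1.73 to 3.23). A candidate explanation is that a gene must carry 6mA before it can vary, and that the paper associates 6mA with transcription; this was not tested. Whether reads shared between near-identical copies contribute was not tested either. In *S. punctatus* the median of the 229 listed genes was 4.59 log2 CPM, below the middle 95% of the random lists (median 5.13, from 4.79 to 5.47), but the median of log2(mean TPM + 1) was 5.42, above the middle 95% (median 5.06, from 4.77 to 5.37). Whether gene length accounts for this cannot be told apart from a difference in level here. The median by TPM lay above the middle 95% of the random lists, on the opposite side from the median by CPM. The averages run over all 4 libraries and so do not depend on the stage headings.

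The libraries headed zoospore in the counts had medians of 759.0 and 764.1 counts per transcript against 434.0 and 353.0 in those headed multinucleate, from smaller totals. By TPM the order was the opposite, with medians of 13.2 and 14.2 under zoospore and 32.3 and 31.7 under multinucleate.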
